# Cell-type-specific genomics reveals histone modification dynamics in mammalian meiosis

**DOI:** 10.1038/s41467-019-11820-7

**Published:** 2019-08-23

**Authors:** Kwan-Wood Gabriel Lam, Kevin Brick, Gang Cheng, Florencia Pratto, R. Daniel Camerini-Otero

**Keywords:** Chromatin immunoprecipitation, Chromatin immunoprecipitation, Development, Development

## Abstract

Meiosis is the specialized cell division during which parental genomes recombine to create genotypically unique gametes. Despite its importance, mammalian meiosis cannot be studied in vitro, greatly limiting mechanistic studies. In vivo, meiocytes progress asynchronously through meiosis and therefore the study of specific stages of meiosis is a challenge. Here, we describe a method for isolating pure sub-populations of nuclei that allows for detailed study of meiotic substages. Interrogating the H3K4me3 landscape revealed dynamic chromatin transitions between substages of meiotic prophase I, both at sites of genetic recombination and at gene promoters. We also leveraged this method to perform the first comprehensive, genome-wide survey of histone marks in meiotic prophase, revealing a heretofore unappreciated complexity of the epigenetic landscape at meiotic recombination hotspots. Ultimately, this study presents a straightforward, scalable framework for interrogating the complexities of mammalian meiosis.

## Abstract (web summary)

Meiotic DSB formation, repair and recombination occur in a continuum of substages termed leptonema, zygonema, pachynema, and diplonema. Here, authors develop a method for isolating pure sub-populations of nuclei that allows for detailed study of meiotic substages.

## Introduction

Meiosis is the specialized cell division required to form gametes. In meiosis the DNA of a parent cell is replicated, then haploid gametes are produced through two successive cell divisions. Distinct mechanisms are required to assure that chromosomes segregate accurately in each division and these events take place through a staged cascade of nuclear events. Unique to meiosis is the formation of programmed DNA double-strand breaks (DSBs) that result in recombination between parental haplotypes and whose repair tethers homologous chromosomes at the first meiotic division. Meiotic DSB formation, repair and recombination occur in a continuum of substages (leptonema, zygonema, pachynema, and diplonema) known collectively as meiotic prophase I (MPI), and each stage is characterized by specific nuclear events^1^. Despite its importance, technical challenges preclude the isolation and study of specific meiotic substages and many of the molecular mechanisms of meiosis remain poorly studied in higher eukaryotes. This is largely because mammalian meiosis cannot be adequately recapitulated in vitro^2^. In vivo, meiosis either occurs in a difficult-to-isolate niche, such as the fetal ovary, or in an asynchronously dividing tissue such as in adult testis.

Extant methods to study substages of meiotic prophase have been dominated by the use of crude enrichment strategies. One common approach has been to study spermatocytes in juvenile mice, where the first wave of meiosis progresses relatively synchronously^3,4^. Nonetheless, most cells in juvenile testis are not at the stage of interest because this synchrony is not absolute, and there are many non-meiotic cells. Furthermore, differences between the first and the subsequent rounds of spermatogenesis^5–7^ may preclude generalization to adults. Chemically induced synchronization of meiosis has recently been developed^8^; however, the application is technically cumbersome and the consequences of chemical treatment have not been explored. An alternative to enrichment is the isolation of meiotic substages. Fluorescence-activated cell sorting (FACS) or sedimentation-based methods have been used to isolate particular substages^9–11^. However, since these methods rely on imprecise metrics such as cell size and chromatin content, the isolation and distinction between many substages is challenging. Thus, isolation-based approaches have not been broadly adapted to the study of the dynamic molecular events during meiosis.

We have devised a straightforward, yet highly specific strategy to isolate pure subpopulations of meiotic nuclei. This approach uses a variant of FACS^12^ in which antibodies to intra-nuclear markers are used to select nuclei of interest. The proteins present in different meiotic substages are well studied^13–16^ and we leverage this knowledge to isolate nuclei in which specific combinations of proteins are expressed. This allowed for the isolation of meiotic subpopulations ranging from 74 to 96% purity. Nuclei are fixed before sorting, which preserves in vivo interactions and prevents degradation during sample processing. Importantly, this fixation also means our method is the first to allow for downstream interrogation of genome-wide protein−DNA interactions in meiotic substages.

Although comprehensively studied in somatic cells, little is known about histone modification dynamics in meiotic cells. A case in point are the histone modifications that precede meiotic DSB formation, an early event in meiotic recombination. Programmed DSBs are targeted to sites defined by DNA binding and subsequent H3K4/K36-trimethylation by the PRDM9 protein^17,18^. PRDM9 gene expression^19^, nuclear protein levels of PRDM9^20^ and microscopy-based estimates of DSB formation^21,22^ all imply that PRDM9 marks sites for DSB formation at the onset of MPI.

Using chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-Seq) on sorted populations of nuclei, we determined that Histone H3 Lysine 4 trimethylation (H3K4me3) varies from stage-to-stage at meiotic DSB hotspots, gene promoters and a vast number of heretofore unannotated sites. These are the first genome-wide analyses of the dynamic chromatin landscape in meiosis. Also, we found that the histone code at DSB hotspots is more complex than has been previously appreciated^17,18^, with multiple histone tail modifications exhibiting enrichment. This includes histone acetylation marks unlikely to have been deposited by the DSB-defining histone methyltransferase PRDM9.

Together, these data demonstrate the simplicity, utility and feasibility of our approach. This method opens the door to a far better understanding of the molecular mechanisms underlying meiosis and other complex developmental processes.

## Results

### Isolation of stage-specific spermatocyte nuclei

We first devised a discriminative panel of intra-nuclear proteins to distinguish between five, classically defined MPI substages: leptonema, zygonema, early pachynema, late pachynema and diplonema (Fig. 1). Nuclei were extracted from formaldehyde-fixed testes from adult male mice, then incubated with antibodies against the desired proteins (see Methods). Nuclei were also stained with DAPI to allow measurement of DNA content. The combinatorial signals from these fluorescent markers were subsequently used to isolate specific subpopulations of spermatocyte nuclei using FACS (Fig. 2a, b; see Methods).

**Fig. 1:**
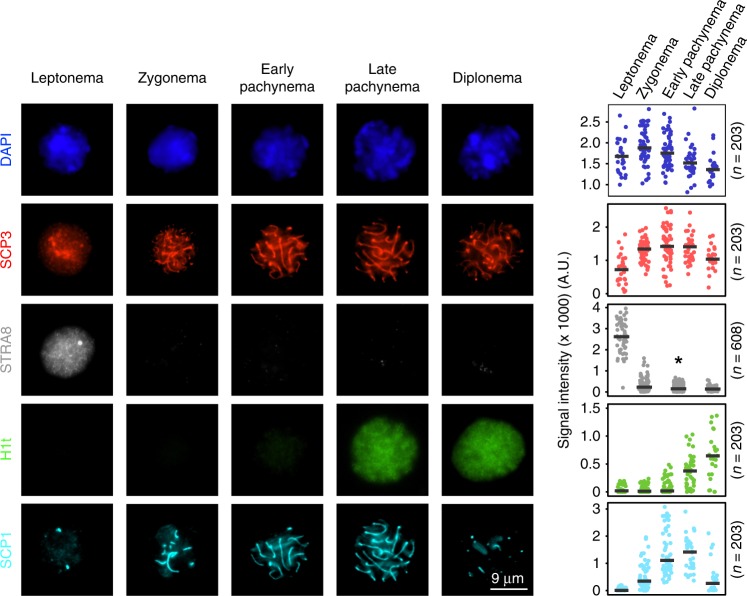
Immunofluorescence staining of spermatocyte nuclei. Immunofluorescence images and signal quantification of stage-specific spermatocyte nuclei through meiosis prophase I. Details for signal quantification are described in Methods. Microscopic images are selected from two independent experiments in which two different combinations of primary antibodies are used; one using SCP3, H1t and SCP1, another one using SCP3 and STRA8. *Early and late pachytene nuclei cannot be unambiguously differentiated in the absence of H1t staining, and are therefore merged for counting and signal quantification. Source data are provided as a Source Data file

**Fig. 2:**
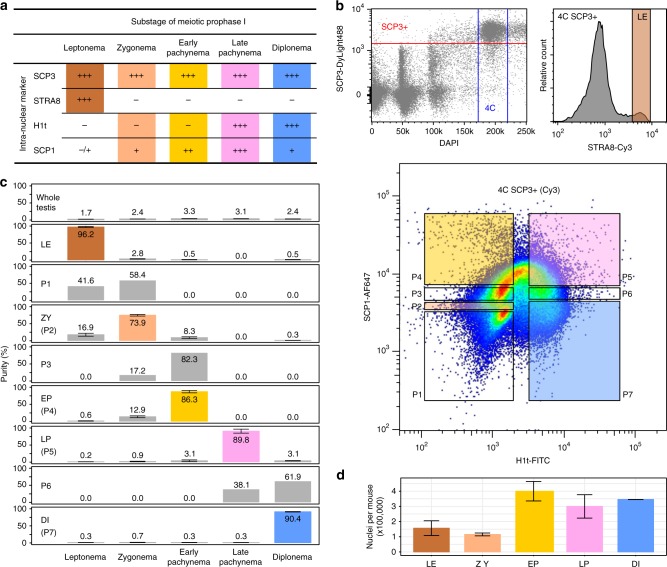
Experimental design for isolating stage-specific spermatocyte nuclei. **a** Signal strength of intra-nuclear markers across meiotic substages observed in immunofluorescence staining. Signal strength is classified as absent (−), very weak (−/+), weak (+), medium (++), or strong (+++). Combinatorial markers for isolating stage-specific nuclei are highlighted. **b** Flow cytometric strategies for isolating populations of stage-specific nuclei. Meiotic 4C nuclei are gated by DAPI and SCP3 signals (top left). Stage-specific nuclei are sorted into populations based on combinatorial signals of intra-nuclear markers in two separate sorts; one using antibodies against STRA8 for leptonema (top right), and the other one using antibodies against H1t and SCP1 for seven populations (P1 to P7) (bottom). **c** Distributions and purities of each specific type of nuclei in whole-testis and in sorted populations. The five selected populations of leptonema, zygonema, early pachynema, late pachynema, and diplonema are highlighted as LE, ZY, EP, LP, and DI, respectively. Purities (mean with standard error) of these populations are derived from two or three independent sorts. **d** Numbers of nuclei in each subpopulation collected in an adult mouse. Data (mean with standard error) are derived from two independent sorts. Source data are provided as a Source Data file

We used the meiosis-specific protein SCP3 to distinguish post-replicative meiotic prophase nuclei (4C) from fully replicated mitotic nuclei (also 4C). We then combined SCP3 with other markers for FACS. Our combination of antibodies required two separate sorts; one to isolate leptotene nuclei and a second to isolate the other four substages (Fig. 2a, b). In male mice, STRA8 regulates the entry to meiotic S phase, and is expressed from primitive spermatogonia to leptotene spermatocytes^16^. We therefore used STRA8 to isolate leptotene nuclei from later stages. To isolate the four other meiotic stages, we used the presence or absence of H1t and quantitative differences in SCP1 intensity (Figs. 1, 2a). H1t (testis-specific histone H1) is present from mid pachynema through MPI^23^, whereas SCP1 is a marker of progressive chromosome synapsis from zygotene to pachytene stage and the SCP1 signal is diminished in diplonema when chromosomes desynapse^14^ (Fig. 1). Thus, we collected seven populations, assessed the purity of each population and determined the gating thresholds for the four meiotic substages (Fig. 2b, c).

The purity of each sorted population was assessed using immunofluorescence microscopy to stage the nuclei according to the known localization of markers (Figs. 1, 2a, c, Supplementary Fig. 1, see Methods)^13–16^. The purity of the sorted leptotene population was 94.6–97.9% (*n* = 2), a >50-fold increase in purity compared to the percentage of leptotene cells in whole-testis (1.6–1.8% (*n* = 2), Fig. 2c). The purity of the other four populations ranged from 73.9 to 90.4%, each more than 20-fold enriched relative to the starting population from whole-testis (Fig. 2c). The least pure sample was that of zygotene (71.3–78.7% (*n* = 3)), likely because we rely entirely on quantitative differences in SCP1 to distinguish between adjacent stages (Figs. 1, 2b, c). Narrowing of the gate can increase purity but at the cost of yield (data not shown). Quantitative thresholding issues also explain the 9.0–16.9% (*n* = 3) of zygotene nuclei found in the sorted early pachytene population (Figs. 1, 2b, c).

From a single adult mouse, we obtained between 115,000 and 400,000 nuclei for each meiotic substage (Fig. 2d). This range broadly reflects differences in the proportion of each substage in the adult testis, where leptotene and zygotene nuclei are less abundant. Thus, the different substages are isolated in sufficient numbers for experiments using standard genomics protocols^24^.

### Stage-specific ChIP-Seq reveals histone modification dynamics

We next used ChIP-Seq to examine the dynamics of H3K4me3 in MPI. H3K4me3 is of key biological interest in meiosis because it regulates multiple independent dynamic processes during MPI; H3K4me3 is found at gene promoters and its presence correlates with active transcription^25,26^, whereas PRDM9-mediated H3K4me3 marks the future sites of meiotic DSBs genome-wide^27,28^. 

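H3K4me3 was analysed here from the peak lists that the authors made for each ChIP-Seq library with the EpiCypher antibody. There were 10 lists, from experiment 1 and experiment 2 in each of leptonema, zygonema, early pachynema, late pachynema and diplonema. The authors aligned the reads to the mouse mm10 genome with BWA mem. They called the peaks of each library separately with MACS2 in its broad mode, with input DNA of the same stage as control. A list gives the start and end of each peak and holds no score, height or read count. The depth behind each peak is therefore unknown, and peaks were ranked by their width wherever a ranking was needed. The spike-in normalization of the paper applies to its signal values and is not part of the lists, so that a peak was either called or not called. The lists hold peaks on chromosomes 1 to 19.

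The lists held 94195 peaks in total, from 4883 to 15699 per library with a median of 9326. These numbers are the peak numbers of Table 1. The mean number of peaks was 11312 ± 2522 (SD, n = 2 libraries) at leptonema, 13507 ± 3101 at zygonema, 5765 ± 1247 at early pachynema, 7157 ± 2782 at late pachynema and 9358 ± 3837 at diplonema. Within diplonema, experiment 1 gave 6645 peaks and experiment 2 gave 12071. The median peak width lay between 380 bp and 773 bp. Because the length of a list differed this much between libraries of 1 stage, the counts at hotspots and at zygonema-restricted sites were repeated with the same number of the widest peaks from every list.

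A peak was counted at a site when the 2 overlapped by at least 1 bp. TSSs were the 500 bp on either side of the 5′ ends of GENCODE M21 transcripts on the same genome build. In early pachynema, 96.2% and 96.6% of the peaks of experiments 1 and 2 lay at a TSS. In zygonema, these shares were 46.8% and 62.1%. The shares of peaks in common (Jaccard index of the merged sites) averaged 59.0% for the 5 pairs of libraries of the same stage, and 46.0% for the 40 pairs of different stages. The ranges of these shares overlapped, at 53.0% to 70.9% and 26.2% to 72.3%.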

We therefore performed H3K4me3 ChIP-Seq in the five aforementioned sorted populations to assess the temporal dynamics of this histone mark in MPI (Table 1).

**Table 1:** Summary of cell-type-specific H3K4me3 ChIP-Seq

Substage	Experiment	Antibody	Purity (%)	Starting chromatin DNA (ng)	SPoT (HS; %)	SPoT (All; %)	Peaks (#)
Leptonema	1	EpiCypher	96.9	2398	2.4	4.5	9528
Leptonema	2	EpiCypher	95.3	805	2.2	7.6	13,095
Leptonema	2	Abcam	95.3	805	3.3	20.3	30,943
Zygonema	1	EpiCypher	79.7	2688	4.7	6.4	15,699
Zygonema	2	EpiCypher	64.6	755	3.6	4.2	11,314
Zygonema	2	Abcam	64.6	755	5.3	17.0	29,114
Early Pachynema	1	EpiCypher	81.6	1793	1.6	4.2	6647
Early Pachynema	2	EpiCypher	89.5	4585	1.7	2.3	4883
Early Pachynema	2	Abcam	85.2	960	2.0	14.0	17,561
Late Pachynema	1	EpiCypher	84.1	4936	1.7	2.6	5189
Late Pachynema	2	EpiCypher	71.3	915	1.6	3.8	9124
Late Pachynema	2	Abcam	71.3	915	1.5	20.1	19,711
Diplonema	1	EpiCypher	88.7	6502	1.8	3.1	6645
Diplonema	2	EpiCypher	82.3	1115	1.7	5.4	12,071
Diplonema	2	Abcam	82.3	1115	1.6	21.0	18,191

We performed ChIP-Seq for H3K4me3 using a highly specific antibody (EpiCypher, 13-0028) (Supplementary Fig. 2). To allow for quantitative cross-comparison of H3K4me3 signals from samples of differing quality, we used a spike-in control containing H3K4me3-modified nucleosomes^29^ (see Methods). We observed a highly dynamic H3K4me3 signal at hotspots in MPI; the H3K4me3 signal first appears at leptonema, and is maximal at zygonema, and gone by early pachynema (Fig. 3a, b). 

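Peak calls were counted at the 14 DSB hotspots that the source data of Fig. 3b, Fig. 4a and Supplementary Fig. 3a annotate, each taken as 500 bp on either side of its midpoint. The paper chose these regions for display, on chromosomes 1, 10 and 17 of mm10. By the annotation, 6 of the hotspots lie in introns, 3 overlap exons and 5 are intergenic. In leptonema, 10 of the 14 hotspots had a called H3K4me3 peak in experiment 1 and 6 in experiment 2. In zygonema, these numbers were 13 and 11. No hotspot had a peak in any of the 6 libraries of early pachynema, late pachynema and diplonema. A count of 0 of 14 allows a share of up to 23.2% by the exact binomial interval (95%), which covers counting error only.

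The share of hotspots with a peak was 57.1% ± 20.2 (SD, n = 2 libraries) in leptonema and 85.7% ± 10.1 (SD, n = 2) in zygonema. The mean over the zygonema libraries exceeded the mean over the other 8 libraries, 14.3%, by 71.4 percentage points (two-sided exact permutation test, p = 0.0222, the smallest p that 2 libraries against 8 allow). Leptonema and zygonema together differed from the 3 later stages by 71.4 points as well (two-sided exact permutation test over 210 splits, p = 0.00476, the smallest possible). Both zygonema libraries lay above both leptonema libraries, with a difference of 28.6 points between the means. A comparison of 2 libraries against 2 cannot pass the threshold (two-sided exact permutation test, p = 0.333, the smallest possible). With equal list sizes, the alternative that moved the first difference most, it was 55.4 points with the same p. Leaving out each library in turn gave from 64.3 to 79.6 points.

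At the hotspot on chromosome 1 from 176977203 to 176978202, in an intron of Sdccag8, a peak was called in all 4 leptonema and zygonema libraries. The hotspot on chromosome 17 from 31344601 to 31345600, in an intron of Slc37a1, had no H3K4me3 peak in any library. The 10 TSSs annotated in the same source data served as a comparison, and between 2 and 6 of them had a peak in each library. The paper reads the hotspot dynamic from its spike-in-normalized signal, in which the mean over hotspots in leptonema reached 12.3% of the zygonema maximum in the paper's source data. From this course it states that the signal appears at leptonema, peaks at zygonema and is gone by early pachynema.

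**Figure D1:**
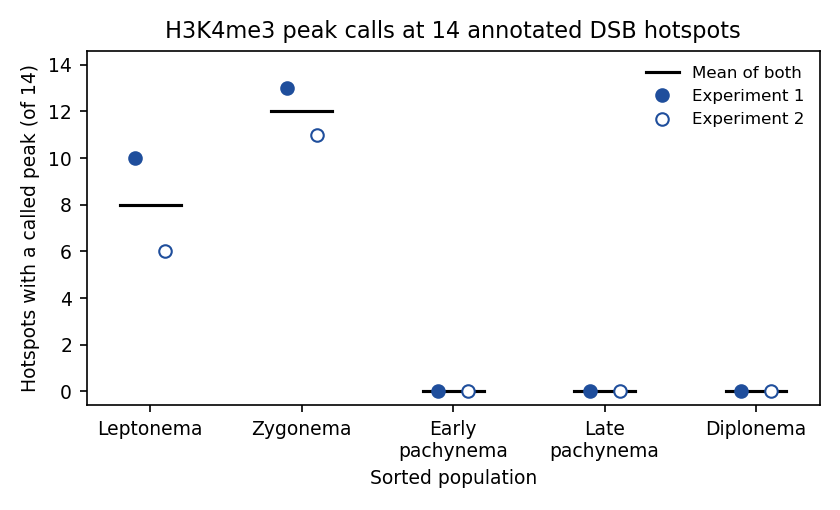
Number of the 14 annotated hotspots (y axis) with a called H3K4me3 peak in each sorted population (x axis). Filled and open points are experiments 1 and 2, and lines are their means. The leptonema libraries lie at 10 and 6, the zygonema libraries at 13 and 11, and the libraries of the 3 later stages at 0.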

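The same course was counted genome-wide without a list of hotspots. The peaks of the 10 libraries were merged into 25578 sites, and a site was taken as zygonema-restricted when both zygonema libraries and no library of the 3 later stages had a peak there. There were 3500 such sites. The 19 other sets of libraries of the same make-up gave between 0 and 1782 sites. Of the 3500 sites, 3125 (89.3%, exact 95% interval 88.2 to 90.3) lay outside TSSs, and 11 of the 14 annotated hotspots lay in them. In leptonema, 43.8% of the sites had a peak in experiment 1 and 35.7% in experiment 2. Both leptonema libraries had a peak at 1063 sites, and neither had one at 1778. Without zygonema experiment 2, the rule asked for a peak in 1 zygonema library only and gave 8881 sites. Without zygonema experiment 1 it gave 4457. The looser rule by itself raises the number.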

The maximal signal at zygonema was somewhat surprising because DSBs are formed and nuclear PRDM9 protein levels are maximal at leptonema^20^. Intriguingly, at strong hotspots, H3K4me3 is relatively weak at zygonema compared to leptonema (Supplementary Fig. 3). This implies that DSB formation or repair removes H3K4me3-modified nucleosomes, similar to findings in *Saccharomyces cerevisae*^30^.

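The region of Supplementary Fig. 3a on chromosome 10 of mm10 holds 4 annotated hotspots. The hotspots from 92535145 to 92536144, from 92576287 to 92577286 and from 92680353 to 92681352 are intergenic. The hotspot from 92646513 to 92647512 lies in an intron of the long noncoding RNA gene Gm31822. In leptonema, the hotspot that starts at 92535145 had no called peak in either library, and the hotspot that starts at 92576287 had a peak of 575 bp in experiment 1 only. The hotspot that starts at 92646513 had peaks of 980 bp and 703 bp in leptonema experiments 1 and 2, and of 1699 bp and 3279 bp in zygonema. At the hotspot that starts at 92680353, the widths were 1362 bp and 1387 bp in leptonema and 1997 bp and 4254 bp in zygonema. In zygonema, all 4 hotspots had a peak in both libraries. The width of a broad peak is not the spike-in-normalized signal that the paper compares between strong and weak hotspots, and strength groups were not analysed here.

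**Figure D2:**
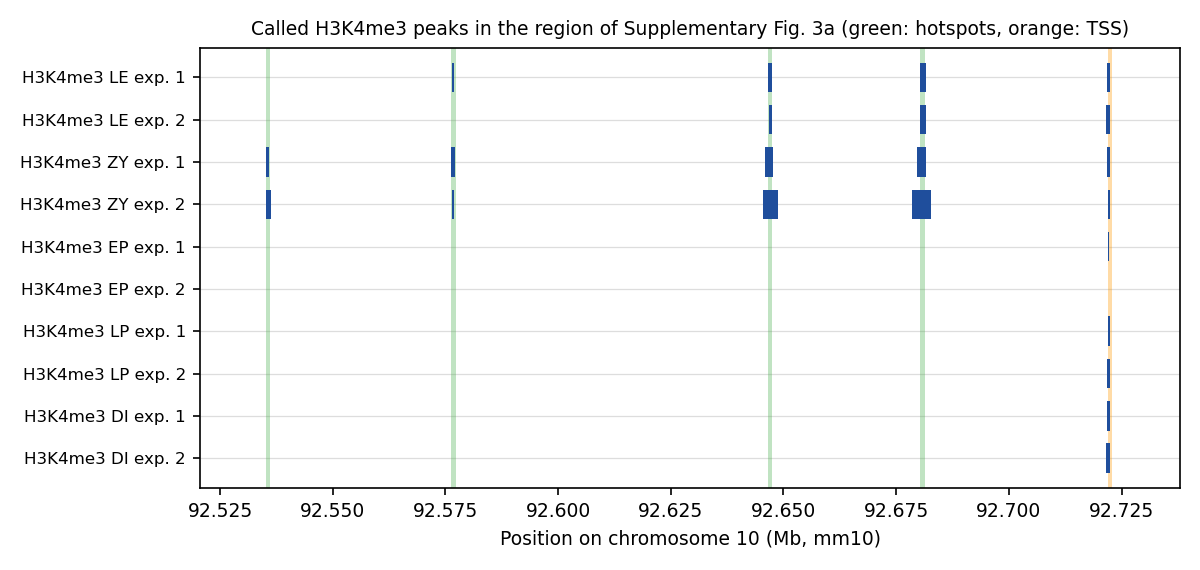
Called H3K4me3 peaks (blue) in each library along chromosome 10 (x axis, position in Mb, mm10), with the 4 hotspots in green and the TSS of the region in orange. LE, ZY, EP, LP and DI are leptonema, zygonema, early pachynema, late pachynema and diplonema. Peaks at the hotspots appear in the LE and ZY libraries only, and the TSS has a peak in every library except EP experiment 2.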

**Fig. 3:**
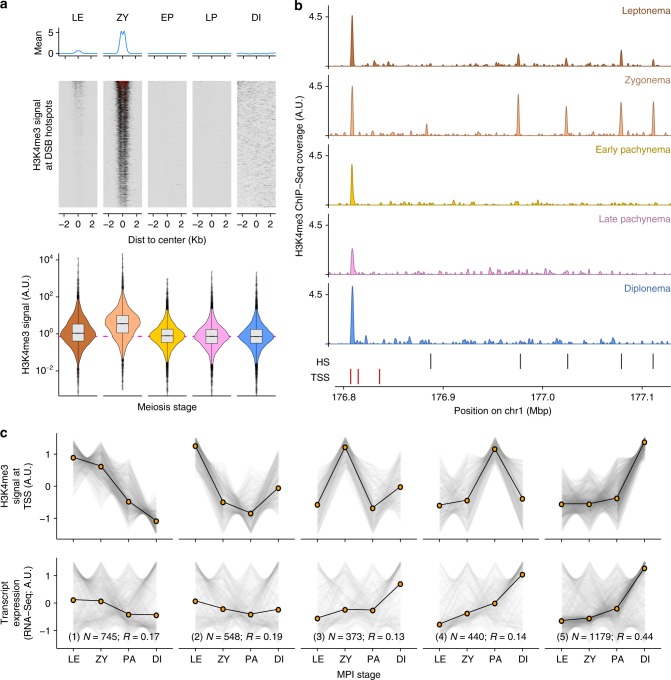
H3K4me3 dynamics across meiotic substages. **a** H3K4me3 dynamics at DSB hotspots across five meiotic substages. H3K4me3 signals at DSB hotspots are normalized by the spike-in H4K4me3 mononucleosomes. Quantified H3K4me3 signal is shown in violin plot (lower panel). **b** H3K4me3 dynamics at different genomic elements in five sorted subpopulations of meiotic nuclei. HS hotspots, TSS transcription start sites. **c** Stage-specific H3K4me3 at TSSs recapitulate meiotic gene expression patterns. Genes with only one isoform are selected for this analysis. H3K4me3 profiles at TSSs are grouped into five clusters (top), while the respective mRNA levels are shown in the bottom panel. LE Leptonema, ZY Zygonema, PA Early and Late Pachynema, DI Diplonema. The number of transcripts per cluster (N) and Spearman correlation coefficient (R) for all transcripts are shown. Source data are provided as a Source Data file

Most H3K4me3 ChIP-Seq studies, including all studies of H3K4me3 in meiosis have used antibodies that extensively cross-react with H3K4me2^31^ (Supplementary Fig. 2). 

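The Abcam ab8580 antibody binds H3K4me2 as well as H3K4me3, and is called the H3K4me2/3 antibody. Its data are 1 list of called peaks for each of the 5 sorted populations, all from experiment 2, made by the authors as for the EpiCypher antibody. In early pachynema, Table 1 gives a purity of 85.2% and 960 ng of starting chromatin for this library, against 89.5% and 4585 ng for experiment 2 of the EpiCypher antibody. At the other stages these entries are the same for both antibodies. There are no replicates, so stages were not tested against each other and intervals cover counting error over sites only. The lists held 115520 peaks, with 30943 at leptonema, 29114 at zygonema, 17561 at early pachynema, 19711 at late pachynema and 18191 at diplonema. Median peak widths were 836 bp to 1294 bp. The specificity of both antibodies was computed from the paper's own counts of spike-in nucleosomes in the source data of Supplementary Fig. 2. Relative to the H3K4me3 nucleosome, the paper's recovery of the H3K4me2 nucleosome had a median of 1.73% over the 10 EpiCypher libraries (range 0.383% to 4.75%). Over the 5 Abcam libraries the median was 41.3% (range 33.0% to 51.1%).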

To allow cross-comparison with published data we performed ChIP-Seq with the most commonly used antibody (Abcam ab8580^31^) and observed a broadly similar dynamic of histone modification at hotspots as compared to the specific antibody (Supplementary Fig. 4); the hotspot signal is still maximal at zygotene, but the nonspecific antibody gives a higher leptotene signal and a residual signal in early pachynema. We hypothesize that these differences reflect dynamic changes in H3K4 dimethylation at hotspots.

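At the 14 annotated hotspots, an H3K4me2/3 (Abcam) peak was called at 10 in leptonema, at 13 in zygonema and at 0 in the 3 later stages. At the 3500 zygonema-restricted H3K4me3 sites, 98.1% (exact 95% interval 97.6 to 98.5) had an H3K4me2/3 peak in zygonema. In leptonema, 79.4% (78.1 to 80.8) had one, above the share of either EpiCypher leptonema library at these sites. The Abcam leptonema list is longer, with 30943 peaks against 9528 and 13095. The antibodies were not compared at equal list length, and a longer list alone could give a higher share. In early pachynema, 8.83% (7.91 to 9.82) of the sites had a peak, against 5.0% (4.30 to 5.77) in late pachynema and 3.66% (3.06 to 4.33) in diplonema. The sites were defined by the absence of an EpiCypher peak at these 3 stages. Outside TSSs, the early pachynema share was 5.54%. Apart from leaving out a library, the alternative that moved a share by the most points kept only the wider peaks of each list, split at its median width, with a leptonema share of 48.5%. Zygonema had the highest share in each alternative that was run. The sites were chosen for an EpiCypher peak in zygonema, so this maximum largely follows from the choice. EpiCypher zygonema experiment 2 also has the same purity and starting chromatin as the Abcam zygonema library. Without zygonema experiment 2 of the EpiCypher antibody, the sites changed and the leptonema share was 47.6%. Without zygonema experiment 1, the late pachynema share was 8.55% and the diplonema share 6.55%. At the 3291 sites with an H3K4me3 peak in all 10 libraries, the H3K4me2/3 share lay between 99.9% and 100% at every stage. The paper compares the leptotene and early pachytene signals of the antibodies, and proposes from their differences that H3K4 dimethylation at hotspots changes.

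**Figure D3:**
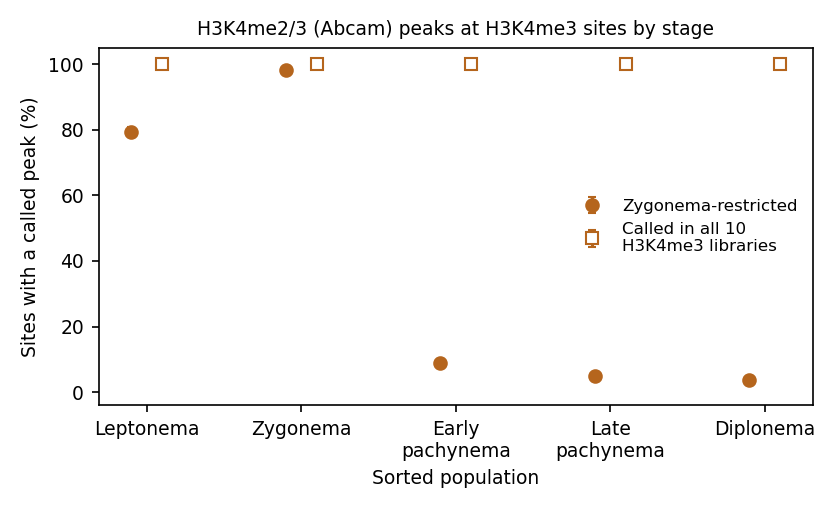
Percent of H3K4me3 sites with a called H3K4me2/3 (Abcam) peak (y axis) in each sorted population (x axis, 1 library each). Filled circles are the 3500 zygonema-restricted sites and open squares the 3291 sites called in all 10 H3K4me3 libraries. Bars are exact 95% intervals over sites and are smaller than most points. The circles stand at 79.4% and 98.1% in leptonema and zygonema and at 8.83% or less afterwards.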

The H3K4me3 level at gene promoters is correlated with gene expression in mitotic cells^26^. We therefore investigated if the temporal dynamics of H3K4me3 at transcription start sites (TSSs) is predictive of meiotic gene expression patterns. Stage-specific gene expression in MPI has been deduced from classical cell sorting of meiotic cells followed by RNA-Seq^11,32^. We found that the H3K4me3 profiles at TSSs were positively correlated with gene expression through MPI (Spearman’s *R* = 0.27; see Methods). This correlation was highly significant, far higher than the maximum correlation observed in randomized comparisons (empirical *P* < 0.0001; *N* = 10,000 bootstraps, *R*_max_ = 0.03, see Methods). To explore the relationship between H3K4me3 and gene expression in more detail, we clustered transcripts based on the temporal H3K4me3 pattern (Fig. 3c; optimal clusters = 5; *k*-means clustering using gap-statistic^33^). There was significant correlation with gene expression in all clusters (*P* < 0.0001; *N* = 10,000 bootstraps, range; 0.12 ≤ *R* ≤ 0.44) (Fig. 3c). Each cluster is composed of a large fraction of transcripts where H3K4me3 and gene expression correlate very well (Supplementary Fig. 5). Nonetheless, there are also many transcripts for which H3K4me3 and expression are not correlated. For instance, in cluster 1, many genes have higher gene expression late in MPI than we would predict from H3K4me3 data (far right panels; Supplementary Fig. 5). This may be explained by mRNA accumulation through MPI or by H3K4me3 in early MPI marking poised, but not yet active promoters^34^. In contrast, genes in cluster 5 are less affected by these confounding effects and the correlation is far higher for this cluster. This seems to indicate a concerted wave of gene activation and expression as cells approach the end of MPI. Together, these data demonstrate that ChIP-Seq of H3K4me3 in stage-specific nuclei reveals a dynamic that parallels that of gene expression. These data also reveal an intricate and poorly understood interplay between H3K4me3 and gene expression during MPI.

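Peak calls were counted at the TSSs of the genes that the source data of Supplementary Fig. 5 name for each cluster. A gene was counted at a stage when both H3K4me3 libraries of that stage had a peak at a TSS of the gene. For counts per gene, TSSs were those of its protein-coding transcripts, or of all its transcripts where it had none. Of the 24 genes named for cluster 1, this held for 22 in leptonema, 17 in zygonema, 11 in early pachynema, 10 in late pachynema and 12 in diplonema. For the 18 genes of cluster 2 the numbers were 15, 14, 8, 6 and 7 in the same order. Cluster 3 names 24 genes, of which 23 were found in the annotation, with 21, 16, 18, 16 and 13. The fall after zygonema depended on this rule. Counted with a peak in either library, cluster 1 had 22, 18, 15, 16 and 20 genes, and cluster 2 had 16, 15, 15, 12 and 14. Under the rule of both libraries, cluster 4 had 12, 11, 11, 12 and 13 of 18 genes. Cluster 5 had 6, 5, 5, 7 and 8 of 18 genes, and 11 of its genes had a peak in at least 1 library. With a peak in either library, cluster 3 had 21, 18, 21, 19 and 20 genes, and cluster 4 had 14, 13, 15, 13 and 15. Cluster 5 then had 10, 7, 6, 9 and 10, so its diplonema number no longer exceeded that of leptonema. A called peak does not give the level of H3K4me3, and the lists of early and late pachynema are shorter than those of leptonema, so the numbers were not tested between stages. No mRNA reads were analysed here.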

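The source data of Supplementary Fig. 5 give H3K4me3 and RNA-Seq values for Mei1, Smc3, Sycp2 and Ankrd31 in cluster 1, scaled by the paper within each gene. Mei1 has annotated TSSs on chromosome 15 of mm10 from 82069996 to 82082476. A peak was called there in both leptonema libraries, in 1 late pachynema library and in no other H3K4me3 library. The paper's scaled value in leptonema is 1.48 for H3K4me3 and 1.49 for RNA. Smc3, with a TSS on chromosome 19 at 53600398, had peaks in 8 of the 10 libraries. Its paper values in leptonema are 1.36 for H3K4me3 and 1.33 for RNA. Sycp2, with TSSs on chromosome 2 from 178407422 to 178407685, had a peak in all 10 libraries. In leptonema the paper's value for Sycp2 is 1.26 for H3K4me3 and -1.45 for RNA. Ankrd31, with TSSs on chromosome 13 from 96748272 to 96748532, had peaks in both libraries of leptonema, zygonema and early pachynema, in no late pachynema library and in 1 diplonema library. Its leptonema values in the paper are 0.957 for H3K4me3 and -1.26 for RNA. The H3K4me2/3 (Abcam) antibody, which also binds H3K4me2, had a peak at each of these 4 genes at every stage. The H3K4me3 calls at Ankrd31 and Mei1 depended on the list length. Among the wider peaks of each list, a setting chosen after seeing the data, 0 of the 10 libraries had a peak at Ankrd31 and 1 had a peak at Mei1. Smc3 had a peak in 6 libraries and Sycp2 in 7 under this setting. With equal list sizes, also chosen after seeing the data, the libraries with a peak numbered 1 for Ankrd31, 1 for Mei1, 7 for Smc3 and 8 for Sycp2.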

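Sites with an H3K4me3 peak in both libraries of 1 stage and in no other library were counted as a stage-specific set. There were 335 such sites for leptonema, of which 248 lay at TSSs. Zygonema had 1778, with 104 at TSSs, and diplonema had 459, with 226 at TSSs. Early pachynema had 4 sites with 1 at a TSS, and late pachynema had 0. These numbers changed with list length. Leaving out a library of a stage loosens its rule to a peak in the 1 library that remains, which by itself raises the number. Without leptonema experiment 1, the leptonema number at TSSs was 1271, and without diplonema experiment 1, the diplonema number was 910. Without zygonema experiment 2, the zygonema number at TSSs was 388. It was 20 for early pachynema without its experiment 2, and 42 for late pachynema without its experiment 1. With equal list sizes, a setting added after seeing the data, 65 sites at TSSs were specific to early pachynema and 16 to late pachynema. Zygonema had 62 under this setting. The leptonema site with the highest mean width rank lies on chromosome 4 from 131508885 to 131510799 and is intergenic, at a mean rank percentile of 94.7. The next one, on chromosome 4 from 11385064 to 11388474, covers the TSS of Esrp1 (percentile 93.7). The highest-ranked zygonema site, on chromosome 17 from 27451928 to 27455578, overlaps an exon of Grm4 outside any TSS (percentile 99.2). In diplonema, the highest-ranked site, on chromosome 4 from 130370837 to 130372659, lies in an intron of Snrnp40 (percentile 91.0). The third one, on chromosome 2 from 122159789 to 122161479, covers the TSS of Trim69 (percentile 87.7).

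Among the genes of the sorting markers, Stra8 had a peak at its TSSs in both leptonema libraries and in none of the other 8 libraries. Sycp3, with TSSs on chromosome 10 from 88459569 to 88459664, had a peak in all 10 libraries, as did Prdm9. Sycp1 had peaks in 8 libraries. Hist1h1t, which encodes the testis-specific histone H1t and has its TSS on chromosome 13 at 23695814, had a peak in 1 leptonema and 1 zygonema library and in no later library. With the H3K4me2/3 (Abcam) antibody, Stra8 had a peak in leptonema and zygonema only, and Hist1h1t in zygonema and early pachynema only. Sycp3, Sycp1 and Prdm9 had one at every stage. Some of the H3K4me3 calls depended on which peaks of each list were kept, in 2 settings chosen after seeing the data. Among the wider peaks of each list, Sycp3 had a peak in 10 libraries and Sycp1 in 8, while Prdm9 had one in 4 and Stra8 and Hist1h1t in 1 each. With equal list sizes, the libraries with a peak numbered 10 for Sycp3, 6 for Sycp1, 6 for Prdm9, 2 for Stra8 and 1 for Hist1h1t.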

### Histone modification dynamics at other genomic elements

Dynamic H3K4-trimethylation is observed at both gene promoters and DSB hotspots in MPI. However, 16% of H3K4me3 peaks (4664/28,528) are outside of these sites (Supplementary Fig. 6a). These unannotated H3K4me3 peaks may represent enhancers, cryptic promoters or other functional elements. 

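The merged H3K4me3 sites were divided by the TSSs alone, since the genome-wide hotspot map was not used here. Of the 25578 sites, 12509 lay at a TSS and 13069 outside TSSs, a share of 51.1% (exact 95% interval 50.5 to 51.7). In the paper's Supplementary Fig. 6a, the hotspot-only and unannotated classes together are 44.9% of the peaks. Most sites outside TSSs rested on few libraries. Of the 10360 sites with a peak in 1 library, 78.6% lay outside TSSs, against 0.760% of the 3291 sites with a peak in all 10. Limited to sites with peaks in 2 or more libraries, the alternative that moved the share most, it was 32.4%. Without zygonema experiment 1 it was 41.0%.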

To explore these dynamics in greater detail, we used the H3K4me2/3 antibody (Abcam ab8580), as this should capture H3K4me2 modifications that mark enhancers. Indeed, using this antibody, 18,738/53,518 (35%) peaks occur at non-hotspot, non-TSS sites (Supplementary Fig. 7a). 

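The 5 H3K4me2/3 (Abcam) lists merged into 43759 sites. Outside TSSs lay 25913 of them, or 59.2% (exact 95% interval 58.8 to 59.7). The paper's classes of hotspots and of unannotated peaks in Supplementary Fig. 7a together make 50.7%. An H3K4me3 (EpiCypher) site overlapped 68.9% of the H3K4me2/3 sites at TSSs and 36.9% of those outside TSSs. In the other direction, 77.6% of the H3K4me3 sites outside TSSs overlapped an H3K4me2/3 site. Limited to sites called at 2 or more stages, the share of H3K4me2/3 sites outside TSSs was 45.1%. Among the wider peaks of each list it was 36.8%, below the H3K4me3 share of 39.8% under that setting.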

Using peaks from this antibody, we derived an MPI profile for each peak across the five MPI stages, then performed unbiased *k*-means clustering. To validate this approach, we examined clustering of DSB hotspots; as expected, hotspots primarily occur in a single large cluster with a maximum signal at zygonema (cluster 3; Supplementary Fig. 7b–d; 89% of hotspots occur in this cluster). 

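The stages at which an H3K4me2/3 (Abcam) peak was called were combined for each of the 3500 zygonema-restricted sites. A peak in leptonema and zygonema and at no other stage was found at 2429 sites (69.4%). At 656 sites (18.7%) the peak was called in zygonema only. A further 160 sites (4.57%) had it in leptonema, zygonema and early pachynema only. No stage had a peak at 57 sites, and 198 sites had another combination. The sites were chosen for EpiCypher peaks in zygonema and at no later stage, so these combinations largely follow from the choice. These are peak calls at sites that were defined without a hotspot map, and the k-means clusters of the paper were not rebuilt.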

Eleven percent of unannotated peaks also occur in this cluster (cluster 3; Supplementary Fig. 7d) and may represent sites of PRDM9 binding that were not detected in hotspot mapping experiments. Alternatively, we cannot rule out that a cluster of cryptic functional sites simply exhibit a similar dynamic. The remaining unannotated peaks exhibit an MPI dynamic that broadly mirrors that at TSS (Supplementary Fig. 7b, d). It seems likely therefore that functional elements at these sites play a role in regulating meiotic progression. These dynamic, but unannotated sites represent a completely unexplored aspect of the regulation of mammalian meiosis.

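The course of the H3K4me2/3 (Abcam) calls was set beside that at TSSs for all merged sites outside TSSs, hotspots included. At TSSs, 89.3% of the sites had a peak in leptonema and 79.2% in zygonema, and between 67.4% and 71.4% had one at the 3 later stages. Outside TSSs these shares were 57.0% and 56.2%, then 20.0% in early pachynema, 25.7% in late pachynema and 23.2% in diplonema. The sites outside TSSs fell into different groups. At the 9564 that overlapped an H3K4me3 site, the share was 60.2% in leptonema, 86.3% in zygonema and 19.5% in early pachynema. At the 16349 without an H3K4me3 site, it was 55.2%, 38.6% and 20.2%. Sites at TSSs also differed by H3K4me3. The 12303 that overlapped an H3K4me3 site had a share of 94.4% in leptonema, 92.7% in zygonema and 85.2% in early pachynema, and the 5543 without one had 78.0%, 49.1% and 28.4%. A peak in zygonema and at no later stage was found at 41.2% of the sites outside TSSs and at 11.3% of those at TSSs. All 5 stages had a peak at 5.54% and 55.2%, respectively. A peak at later stages only was found at 21.2% outside TSSs and 7.89% at TSSs. With equal list sizes, an alternative chosen after seeing the data, the zygonema share without later peaks was 30.4% outside and 5.71% at TSSs. From its clusters the paper states that the unannotated peaks outside the hotspot cluster broadly mirror TSSs.

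**Figure D4:**
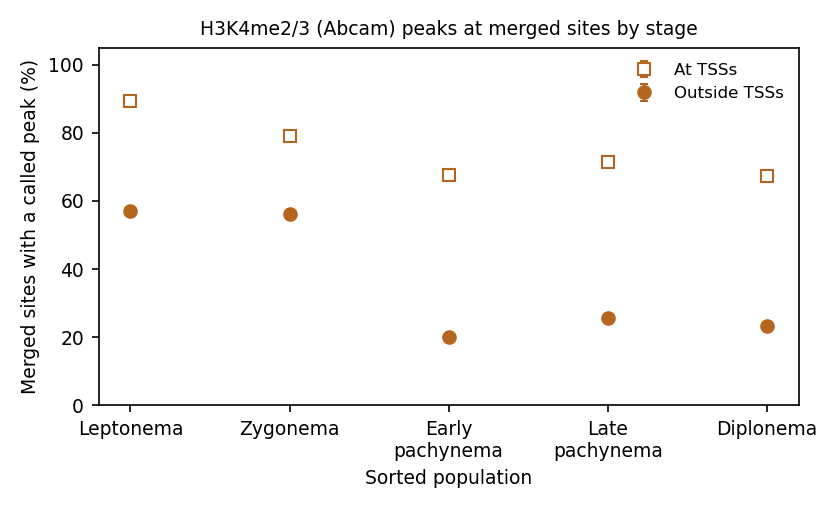
Percent of merged H3K4me2/3 (Abcam) sites with a called peak (y axis) in each sorted population (x axis, 1 library each). Open squares are the 17846 sites at TSSs, and filled circles the 25913 sites outside TSSs. Exact 95% intervals over sites are smaller than the points. Outside TSSs the share falls from 56.2% in zygonema to 20.0% in early pachynema, and at TSSs from 79.2% to 67.6%.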

Clustering also allowed us to study H3K4me3 dynamics at sites involved in other important processes during MPI. In particular, we examined H3K4me3 sites that are used for DSB targeting in mice that lack functional PRDM9 ^27,28^. H3K4me3 peaks used as “default” hotspot locations were predominantly those with maximal signal in early MPI (Supplementary Figs. 6 and 7).

### Identifying other histone marks at hotspots

At DSB hotspots defined by PRDM9, H3K4me3 is necessary for DSB formation^35^. Nonetheless, H3K4me3 alone is not sufficient to define DSB sites, as this histone mark is also present at other functional sites, such as gene promoters. In mice, H3K36me3 is the only other histone mark described genome-wide at DSB hotspots^17^; however, other histone marks may also be involved in defining DSB sites^36–38^. We therefore used our method to isolate target nuclei from adult mice for a systematic survey of multiple histone modifications.

We performed ChIP-Seq using antibodies against 16 additional histone methylation and acetylation marks in isolated nuclei (Fig. 4a, b). These marks were either previously analyzed at individual hotspots in mice^36,38^ or reported to be enriched at DSB sites in other organisms^39,40^. In this exploratory phase, we did not perform ChIP-Seq in all five subpopulations, but instead, in a combined population that includes all stages with potential relevance to understanding histone modifications at DSB sites (leptonema to early pachynema; SCP3+ and H1t− population).

**Fig. 4:**
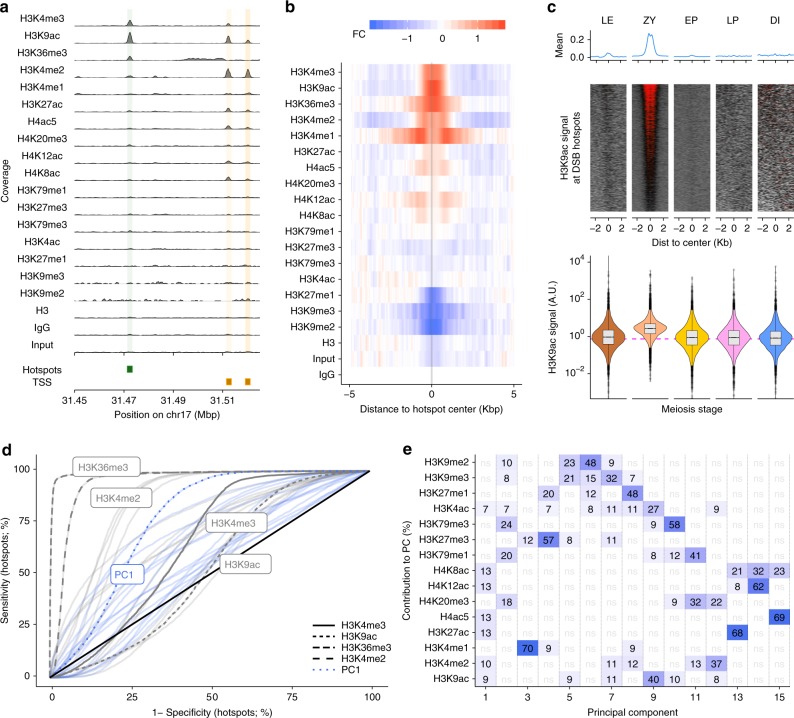
Histone modifications at DSB hotspots. **a** Distributions of histone marks along a genomic region. Locations of DSB hotspots are shaded in green, TSS (transcription start sites) in orange. **b** Histone marks are enriched at DSB hotspots. Red depicts enrichment relative to IgG, blue is depletion. **c** H3K9ac dynamics at DSB hotspots across five meiotic substages. Quantified H3K9ac signal is shown in violin plot (lower panel). **d**, **e** Principal component analysis using histone marks can distinguish DSB hotspots from PRDM9-independent H3K4me3 sites. **d** Histone modifications can distinguish DSB hotspots from other H3K4me3 sites. An ROC curve for each histone mark (gray) or PC (blue) is shown. Selected histone modifications and PC1 are highlighted. **e** Contributions of histone marks to each PC. Only marks that contribute more than expected are shown. Deeper blue indicates a stronger contribution (numbers show percent contribution). Data shown in this figure (except **c**) are ChIP-Seq data collected from an early MPI population (leptonema to early pachynema; SCP3+ and H1t− population). Source data are provided as a Source Data file. DSB double-strand break, TSS transcription start sites

H4K8ac, H4K12ac, H4K20me3, H3K4ac, H3K79me1, H3K79me3, H3K27me1, H3K9me2, H3K9me3, and H3K27me3 were not enriched at hotspots relative to controls (Fig. 4a, b; Supplementary Fig. 8). With the exceptions of H3K27me1, and H3K9me2, these experiments showed enrichment at the expected functional genomic regions (Supplementary Fig. 9), lending confidence the lack of enrichment at hotspots does not result from failed ChIP experiments. Nonetheless, transient or weak signals at hotspots could still be missed.

H3K4me1, H3K27ac, and H4ac5 showed marginal enrichment at hotspots (Fig. 4a, b; Supplementary Fig. 8). The weak signals at hotspots are unlikely the result of suboptimal ChIP-quality, as strong signals are seen at gene promoters and enhancers (Supplementary Fig. 9). Instead, these marks may be rapidly turned-over or present only in a subpopulation of early spermatocytes. Indeed, a weak DSB-dependent H4ac5 signal was previously reported at two mouse hotspots^36^.

PRDM9 can trimethylate both H3K4 and H3K36^35^ and as expected, H3K4me3 and H3K36me3 were both enriched at hotspots (Fig. 4a, b; Supplementary Fig. 8). H3K4me2 and H3K9ac were also strongly enriched at DSB hotspots genome-wide; this clearly resolves the ambiguity from previous studies where these marks were enriched at one but not another hotspot^36^. H3K4me2 is a likely intermediate of PRDM9 H3K4-trimethylation (see above); however, since PRDM9 lacks a histone acetyltransferase domain, it is unlikely that PRDM9 directly acetylates H3K9. In stage-specific experiments, the dynamics of H3K9ac through MPI resemble those of H3K4me3: a signal is first observed at hotspots in leptonema, maximal at zygonema and absent by early pachynema (Fig. 4c). Thus, H3K9ac is a bona fide marker of meiotic DSB hotspots genome-wide, explicitly demonstrating for the first time that proteins other than PRDM9 modify nucleosomes at the sites of DSB hotspots.

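The stage-specific H3K9ac data are 1 list of called peaks for each of the 5 sorted populations, from experiment 1. The sample labels name H3K4me3 in the antibody field beside the catalogue number that the Methods give for the H3K9ac antibody, and the samples were taken as H3K9ac, as the paper and their titles have it. The authors aligned the reads to mm10 with BWA mem. The Methods and the peak calling parameters of the Reporting Summary describe the calling, with its input control, for H3K4me3. A general software statement in the Reporting Summary gives MACS2 in broad mode for the ChIP-Seq data, and the control used for H3K9ac is not stated. The paper scales its H3K9ac signal by stable promoters, a step that peak lists do not contain. The lists held 2823 peaks in leptonema, 16003 in zygonema, 7744 in early pachynema, 1727 in late pachynema and 516 in diplonema, so that the longest list was 31.0 times the shortest. With 1 library per stage, no test was made between stages, and intervals cover counting error over sites only.

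Of the 14 annotated hotspots, 13 had an H3K9ac peak in zygonema and 0 in each of the other 4 stages. At the 3500 zygonema-restricted H3K4me3 sites, a peak was called at 3015 (86.1%, exact 95% interval 85.0 to 87.3) in zygonema. In leptonema it was called at 44 (1.26%, 0.915 to 1.68) and in early pachynema at 45 (1.29%, 0.939 to 1.72). In late pachynema and diplonema, 0 of the 3500 sites had a peak, which allows a share of up to 0.105% by the exact interval. The sites with an H3K4me3 peak in all 10 libraries show what the lists could detect. At these sites, the H3K9ac share was 53.0% in leptonema, 99.4% in zygonema, 99.1% in early pachynema, 38.9% in late pachynema and 10.0% in diplonema. With equal list sizes, the alternative that moved the shares most, zygonema stood at 7.58% and leptonema at 0.321%. The small shares also changed with the H3K4me3 libraries that define the sites. Without zygonema experiment 2, the leptonema share was 0.586%, and without early pachynema experiment 1, the early pachynema share was 3.05%. In the paper's own mean signal over hotspots, leptonema reaches 19.2% of the zygonema maximum, early pachynema 9.25%, late pachynema 8.30% and diplonema 16.4%. From the course of this signal the paper states that H3K9ac at hotspots resembles H3K4me3.

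**Figure D5:**
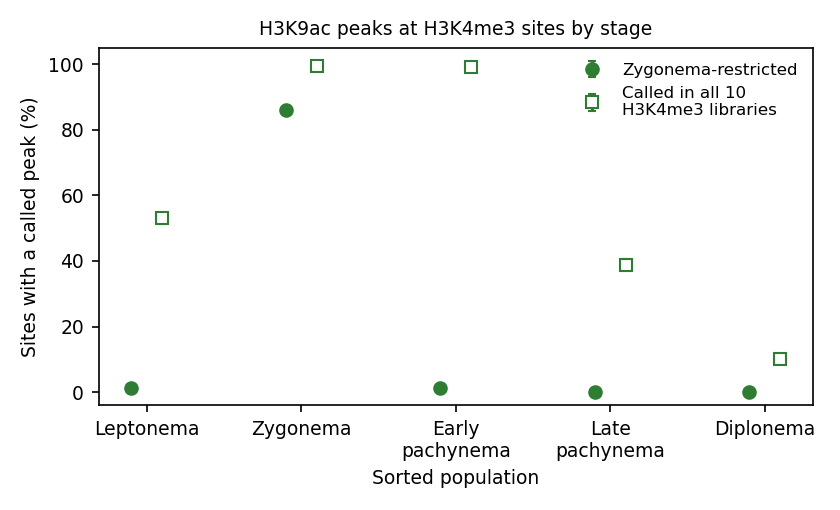
Percent of H3K4me3 sites with a called H3K9ac peak (y axis) in each sorted population (x axis, 1 library each). Filled circles are the 3500 zygonema-restricted sites and open squares the 3291 sites called in all 10 H3K4me3 libraries. Exact 95% intervals over sites are smaller than most points. The circles stand at 86.1% in zygonema and at 1.29% or less at the other stages.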

H3K4me3 is positively correlated with DSB frequency^28,41^, but most variation in hotspot strength is not accounted for by changes in H3K4me3 (Spearman *R*^2^ = 0.46) (Supplementary Fig. 10a). H3K36me3 was previously reported to slightly improve the correlation between H3K4me3 and DSB strength^42^; therefore, we tried to better predict hotspot strength using a combination of histone marks that are enriched at DSB hotspots. Multiple linear regression with all histone marks only slightly improved the correlation with hotspot strength (max *R*^2^ = 0.52; Supplementary Fig. 10b; see Methods) suggesting that these extra histone marks (including H3K36me3 and H3K9ac) do not offer an independent readout of DSB usage as compared to H3K4me3.

### A histone code distinguishes hotspots from other H3K4me3 sites

In the absence of PRDM9, DSB hotspots occur at sites of non-PRDM9-mediated H3K4me3^28^. Nonetheless, in wild-type mice, PRDM9-defined H3K4me3 sites are used. In agreement with previous results^17,18^, we found that H3K36me3 is a potent discriminator between DSB hotspots and other H3K4me3-marked sites in the genome (Fig. 4d). Among the other histones, H3K4me2 can best distinguish hotspots (Fig. 4d; Supplementary Fig. 11). We excluded histone marks made by PRDM9 (H3K4me3 and H3K36me3), then performed principal component analysis to explore if any combination(s) of histone marks better define DSB hotspots. The most discriminative PC (PC1) captured signal from H3K9ac and other histone acetylation marks (Fig. 4e), but did not discriminate hotspots as well as H3K4me2 or H3K36me3 alone. These data suggest that H3K36me3, H3K4me2 and to a lesser extent H3K9ac and other histone acetylation marks, distinguish the chromatin at sites of PRDM9-marked DSB hotspots from that at other functional sites where H3K4 is trimethylated.

## Discussion

In this study, we developed a method to isolate highly pure populations of meiotic nuclei from whole-testis. This method is rapid, requires very little starting material, and resolves a major hurdle to studying meiosis in mammals. We have demonstrated that we can efficiently sort five populations of MPI nuclei; however, in principle, any number of specific stages can be purified if the requisite antibodies are available. We obtained populations of up to 96% purity for a given meiotic substage, negating the need to artificially synchronize meiosis using chemicals or the need to use juvenile mice to obtain enriched populations of meiocytes. This opens the door to many detailed studies of meiosis and also to experiments in challenging-to-breed knockout mice and importantly in humans, where other synchronization strategies are impractical.

Importantly, fixation prior to sorting allows for genome-wide interrogation of transient protein–DNA interactions in sorted populations. To this end, we profiled H3K4me3 using ChIP-Seq in five MPI populations, capturing extensive dynamics of this histone mark. The H3K4me3 marks made at DSB hotspots by PRDM9 appear in leptonema, are maximal in zygonema, and are removed by early pachynema. Intriguingly, the presence of robust H3K4me3 signal at zygonema implies that PRDM9 trimethylates more nucleosomes than are used during DSB formation. An alternate explanation would require a large fraction of DSBs to form in zygonema. This is unlikely because homolog synapsis, which occurs in zygonema, begins to shut down the DSB machinery in yeast^43^. An analogous system appears to operate in mammals^44,45^. These are the first data to demonstrate excess H3K4-trimethylation by PRDM9 in wild-type mice; however, recent work in mice coexpressing both endogenous and transgenic PRDM9 reached a similar conclusion^35^.

H3K4me3 at gene promoters is also dynamic through MPI. By comparing H3K4me3 at promoters with gene expression, we found that transcript levels are broadly predicted by H3K4me3. The most cohesive group of transcripts exhibit a coordinate increase in H3K4me3 and in expression late in MPI. This likely reflects the resumption of extensive transcription during mid-pachytene and its continued increase into diplotene^46^. A large subset of transcripts exhibit gene expression that appears decoupled from H3K4me3 levels. Some such transcripts exhibit a strong H3K4me3 signal at the TSS in early MPI, but expression is maximal late in MPI; this may result from accumulation of long-lived mRNA and/or from H3K4me3 marks at the sites of poised RNA polymerase^34^. Indeed, these transcripts are intriguing candidates for further understanding gene regulation in MPI. Because we isolate only nuclei, cytoplasmic mRNA cannot be sequenced in our sorted populations. We therefore used mRNA-Seq data from a previously published study^32^. However, we anticipate that recent developments in transcriptomics using RNA from formaldehyde-fixed nuclei^47^ will enable us to adapt our method to study transcription in sorted populations of meiotic nuclei. This may help to clarify the relationship between histone marks and active transcription. Finally, a large fraction of dynamic histone marks (H3K4me2/3) in meiosis do not coincide with gene promoters or DSB hotspots. The functions of these sites are unknown although some are likely to be enhancers. Together, they represent a large, heretofore unstudied set of functional sites that may be modulating mouse meiosis.

To examine the chromatin landscape at DSB hotspots, we also performed the first systematic genome-wide survey on a wide repertoire of histone marks. Our ability to efficiently sort early MPI nuclei eliminated the need to perform these experiments in juvenile mice; this negates the logistical challenge of collecting sufficient juvenile animals and assures consistent and high levels of enrichment. Aside from H3K4me3^28^ and H3K36me3^17,18^, H3K9ac, H3K4me2, H3K4me1, H3K27ac and H4ac5 were enriched at DSB hotspots genome-wide. Incorporating the extra information about these histone marks only marginally increases our ability to predict hotspot strength, implying that even the expanded chromatin landscape at hotspots remains a poor predictor of DSB formation. The genome is replete with H3K4me3 marks that are used for DSB formation in the absence of PRDM9; however, enigmatically, these sites are not used if PRDM9 is functional. We demonstrated that both H3K36me3^17,40,42^, and multiple histone marks distinguish between these sites. Although this unique histone “code” may help the DSB machinery to distinguish PRDM9-defined H3K4me3 from other H3K4me3 marks, it is equally possible that direct interactions mediated by PRDM9 itself are important for this distinction. It seems unlikely that PRDM9 is responsible for all of the histone tail modifications at hotspots; therefore, other histone remodelers are likely acting at the sites of PRDM9-marked H3K4/K36me3. H3K9ac and H3K4me3 are strength correlated and have a similar temporal dynamic implying that they occur at a comparable frequency at hotspots. In mitotic cells, H3K9 acetylation is actively promoted at H3K4 trimethylated nucleosomes^48^. It is therefore likely that H3K9ac is a constitutive response to H3K4 trimethylation. Nonetheless, histone acetylation may be functionally important per se in the context of DSB formation; for example, in fission yeast, H3K9 to H3A9 mutation eliminates H3K9ac and consequently reduces DSB formation^40^.

Overall, we demonstrated that our straightforward and robust method can explore previously hidden dynamics of mammalian meiotic recombination. Importantly, our method is widely applicable to other organisms, tissues and cell types, paving the way for further understanding of the temporal dynamics of other developmental processes.

## Methods

### Mouse strains

C57BL/6J (B6) mice were either obtained from The Jackson Laboratory (Stock no. 000664) or bred in-house. All experiments were done on adult mice (≥8 weeks of age). Mice were sacrificed in accordance with the NIH Animal Care and Use regulations.

### Ethical compliance

The authors confirm that all experiments were performed in accordance with the NIH Animal Care and Use regulations.

### Antibodies

The following antibodies were used for primary immunofluorescence staining: anti-SCP3 (D-1) (Santa Cruz, sc-74569), anti-STRA8 (Abcam, ab49602), anti-H1t (a gift from Mary Ann Handel and a custom-made antibody), and anti-SCP1 [Biotin] (Novus Biologicals, NB300-229B).

The following antibodies were used for secondary immunofluorescence staining: goat anti-mouse IgG conjugated with Cy3 (Jackson ImmunoResearch, 115-167-003), goat anti-rabbit IgG conjugated with FITC (Jackson ImmunoResearch, 115-097-003), goat anti-mouse IgG conjugated with DyLight488 (Abcam, ab98757), goat anti-rabbit IgG conjugated with Cy3 (Jackson ImmunoResearch, 111-165-003), goat anti-guinea pig IgG conjugated with Alexa Fluor 488 (Thermo Fisher Scientific, A-11073), streptavidin conjugated with Alexa Fluor 647 (Thermo Fisher Scientific, S21374).

The following antibodies were used for ChIP: anti-H3K4me3 (Abcam, ab8580), anti-H3K4me3 (EpiCypher, 13-0028), anti-H3K9ac (Active Motif, 39918), anti-H3K4me2 (Active Motif, 39914), anti-H3K36me3 (Active Motif, 61102), anti-H4ac5 (Millipore, 06-946), anti-H3K4me1 (Abcam, ab8895), anti-H3K27ac (Abcam, ab177178), anti-H4K8ac (Abcam, ab15823), anti-H4K12ac (Active Motif, 39928), anti-H3K27me3 (Millipore, 07-449), anti-H4K20me3 (Millipore, 07-463), anti-H3K79me1 (Abcam, ab2886), anti-H3K4ac (Abcam, ab176799), anti-H3K79me3 (Abcam, ab2621), anti-H3K9me2 (Abcam, ab1220), anti-H3K9me3 (Active Motif, 39766), anti-H3K27me1 (Millipore, 07-448), anti-H3 (Abcam, ab1791), normal rabbit IgG (Millipore, 12-370).

### Nuclei preparation

Testes from adult mice were de-capsulated and fixed with 1% formaldehyde for 10 min followed by 5 min of quenching at RT. Fixed tissues were homogenized and filtered through a 70- or 100-μm cell strainer. After washing with chilled 1× PBS (phosphate buffered saline), nuclei were extracted using nucleus extraction buffer (15 mM Tris-HCl pH 7.4, 0.34 M sucrose, 15 mM NaCl, 60 mM KCl, 0.2 mM EDTA (ethylene diamine tetraacetic acid), 0.2 mM EGTA (ethylene glycol tetraacetic acid)) on ice for 5 min and were homogenized with 20 strokes with loose pestle followed by 10 strokes with tight pestle. Nuclei were filtered through a 40-μm cell strainer and resuspended in chilled PBTB buffer (1× PBS with 0.1% Triton X-100, 5%  bovine serum albumin and protease inhibitor).

### Immunofluorescence staining

Nuclei were incubated in 10% of normal serum at RT for 10 min. This blocking step helps reduce nonspecific binding of antibodies. Nuclei were then labeled with different combinations of primary antibodies (1 μg of antibodies to 11 million events) in 10% of normal serum at 20 °C for 40 min. Nuclei were washed, resuspended in PBTB, blocked with serum, and then labeled with secondary antibodies (1:250 dilution) in 10% of normal serum at 20 °C for 30 min. Controls for each secondary antibody were also prepared for setting up the threshold of background fluorescent signal for FACS. Nuclei were washed, resuspended in PBTB, and stored at 4 °C until sorting. A potential concern is that antibodies from the sorting step may be detected by ChIP. Such an effect was not seen in our experiments (see No-antibody control in Supplementary Table 1); however, care should be taken in the choice of antibodies to minimize this possibility.

### Counting stage-specific nuclei from whole-testis

Nuclei isolated from whole-testis were stained with antibodies against SCP3, H1t and SCP1, and subsequently with secondary antibodies as described. Immunofluorescence-labeled nuclei were spread on microslides, stained with mounting medium with DAPI (Vetashield), sealed with coverslips, and viewed using fluorescence microscopy. Each of the five types of MPI nuclei (SCP3+) were counted; these were characterized by the patterning of the SCP3 and H1t proteins (Fig. 1). A total of 678 nuclei were counted from two independent experiments. To extrapolate counts to the percentage of cells of each stage in whole-testis (top panel in Fig. 2c), we use the following formula:

$${\mathrm{WT}}_{{\mathrm{stage}}}\left( \% \right) = N_{{\mathrm{stage}}}/678 \times \left( {N_{4C}/N_{{\mathrm{all}}}} \right) \times 100,$$

$${{N}}_{{\mathrm{stage}}} = {\hbox{number of nuclei of each stage}}; \\ N_{4{\mathrm{C}}} ={\hbox{number of total 4C (SCP3+) nuclei from sorting}};\\ N_{\mathrm{all}} ={\hbox{number of total singlet nuclei (1C to 4C) from sorting}}.$$

### Quantification of immunofluorescence signal intensity

Nuclei isolated from whole-testis were stained with antibodies against SCP3 and STRA8 or with antibodies against SCP3, H1t and SCP1, subsequently with secondary antibodies, and spread as previously described. Immunofluorescence signals of each marker were quantified using Volocity 6.2.1 (PerkinElmer). 4C nuclei were identified using signals from the DAPI channel by excluding objects with size <40 μm^2^. Touching objects were separated using the parameter of 30–50 μm^2^. Stage-specific nuclei in MPI were characterized by the presence of SCP3 signal and by the patterning of synaptonemal complex^14^. Signals from all channels were recorded and exported for signal quantification.

### Isolation of meiotic subpopulations with FACS

Nuclei were filtered through a 40-μm cell strainer, and stained with DAPI for 30 min or longer at RT before sorting. All sorting experiments were performed on either a BD FACSAria II or a BD FACSAria Fusion flow cytometer at a flow rate of ~20,000 events/s. Singlets were gated using both forward scatter and side scatter. Nuclei from primary spermatocytes (4C) were gated based on DNA content deduced from the DAPI signal, and sorted into populations of interest based on fluorochrome intensity into collection tubes containing PBTB. Sorted nuclei were collected by centrifugation. Nuclei were examined under microscope and counted with a hemocytometer. Finally, excess buffer was removed and nuclei pellets were stored at −80 °C.

### Assessment of purity of sorted populations

An aliquot of nuclei suspension from each sorted population was spread on microslides, further stained with mounting medium with DAPI (Vectashield), and sealed with coverslips for purity examination. About 150 nuclei from each sorted population were checked at ×400 magnification using immunofluorescence microscopy. The staging was primarily accessed by the patterning of SCP3 ^14^ and further confirmed by signals of STRA8 or of H1t and SCP1 accordingly.

### Chromatin extraction

Chromatin extracted for ChIP-Seq was either sheared by sonication or Micrococcal nuclease (MNase) digestion. Chromatin for all H3K4me3/H3K9ac-ChIP-Seq for studying histone dynamics in stage-specific populations was sheared by sonication, whereas ChIP-Seq for identifying histone marks at hotspots were performed on MNase-digested chromatin. Experimental procedures are listed below in detail.

### Shearing chromatin by sonication

Frozen nuclei pellets were thawed at RT for 10 min. Nuclei were lysed with Lysis buffer 1 (0.25% Triton X-100, 10 mM EDTA, 0.5 mM EGTA, 10 mM Tris-HCl pH 8) and incubated at RT for 10 min. Nuclei pellets were subsequently washed with Lysis buffer 2 (200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10 mM Tris-HCl pH 8) and lysed with RIPA buffer (10 mM Tris-HCl pH 8, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS (sodium dodecyl sulfate), 140 mM NaCl plus protease inhibitor). Chromatin was sheared into ~50–300 bp fragments by sonication using Bioruptor (diagenode). The amount of chromatin DNA was measured using a Qubit dsDNA HS Assay Kit (Thermo Fisher).

### MNase digestion

Frozen nuclei pellets were thawed at RT for 10 min. Nuclei pellets were resuspended with MNase buffer (50 mM Tris-HCl pH 8, 1 mM CaCl_2_, 4 mM MgCl_2_, 4% NP-40 plus protease inhibitor). MNase digestion was performed in a concentration of 3U MNase (USB, Affymetrix) per one million nuclei at 37 °C for 5 min. The reaction was stopped by adding a final concentration of 10 mM EDTA and incubated at 4 °C for 5 min. Soluble chromatin was collected and diluted with RIPA buffer.

### Chromatin immunoprecipitation

Chromatin was immunoprecipitated with 0.8–5 μg antibodies (or 5 μl unpurified serum) in 0.5–1 ml RIPA buffer at 4 °C overnight (see Supplementary Table 1 for details). For stage-specific H3K4me3-ChIP-Seq, modified mononucleosomes (SNAP-ChIP K-MetStat Panel, EpiCypher) were added at a spike-in volume of 1 μl per ~1.5 μg chromatin DNA before ChIP. The immuno-complexes were captured using 20–75 μl Dynabeads Protein G (30 mg/ml, Novex) at 4 °C for 2 h. The beads were washed once with low salt buffer (0.1% SDS, 1% Triton-X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8, 150 mM NaCl), once with high salt buffer (0.1% SDS, 1% Triton-X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8, 500 mM NaCl), and twice with LiCl buffer (0.25 M LiCl, 1% IGEPAL-CA630, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8). ChIPed DNA was eluted using a IPure kit v2 (diagenode).

### Sequencing library construction

ChIP-seq libraries were constructed with a KAPA Hyper Prep Kit (Kapa Biosystems) following steps for generating 1 μg of library DNA. DNA libraries were cleaned up with an Agencourt AMPure XP system (Beckman Coulter). The DNA concentration and fragment size of these libraries were measured with a Qubit dsDNA HS Assay Kit (Thermo Fisher) and an Agilent High Sensitivity DNA Kit (Agilent), respectively.

### High-throughput DNA sequencing

DNA sequencing was performed on the Illumina HiSeq 2500 or HiSeq X. Sequencing tags were aligned to the mouse mm10 reference genome using BWA mem 0.7.12 ^49^. For ChIP-Seq samples containing the K-MetStat spike-in panel, we aligned to a custom mm10 genome to which we added the sequences of the DNA bound by each K-MetStat nucleosome.

### Normalization and peak strength estimation using spike-in

We retained only sequencing reads with an alignment q-score ≥20, that were mapped in a “proper pair” (for paired-end data), that passed vendor QC and that were mapped as a primary alignment. For paired-end data, we only retained reads from fragments with an insert size between 100 and 200 bp. Normalization using the K-MetStat spike-in was performed as described previously^29^, with slight modification. Briefly, each spike-in nucleosome is bound to a unique DNA sequence. Thus, the number of reads recovered for each nucleosome is a proxy for the frequency of that nucleosome in the library. We first converted paired-end reads to fragments, then calculated the enrichment of fragments mapping to each spike-in sequence after ChIP:

*E*_si_ = (barcode fragments in ChIP/barcode fragments in input).

Next, we calculated H3K4me3 ChIP-Seq fragment coverage in all 25 bp nonoverlapping windows in the genome. The per-locus enrichment was then calculated as:

*E*_locus_ = (fragment coverage in ChIP)/(fragment coverage in input).

The histone modification density was then calculated as:

$${\mathrm{HMD}}\left( \% \right) = 100 \times \left( {E_{{\mathrm{locus}}}{\mathrm{/}}E_{{\mathrm{H}}3{\mathrm{K}}4{\mathrm{me}}3\_{\mathrm{A}}}} \right).$$

*E*_H3K4me3_A_ is the *E*_si_ value for the H3K4me3_A spike_in. For our final estimate of H3K4me3 signal, we normalized the HMD by the global average HMD. The ChIP-Seq signal at peaks and other genomic intervals was calculated as the sum of the signal in all overlapping 25 bp windows.

### Normalization and peak strength estimation using promoters

The K-MetStat panel cannot be used to normalize data from H3K9ac ChIP-Seq. Thus, we used an alternative strategy using stable promoters. NCIS^50^ was used to estimate the contribution of background to each sequencing library. We then calculated the NCIS normalized ChIP-Seq fragment coverage in all 25 bp windows in the genome (*c* = ChIP coverage − (Input coverage × NCIS factor)). The ChIP-Seq signal at the central ±1 Kbp region around GENCODE transcript 5ʹ ends (TSS) was quantified as the sum of the coverage in all 25 bp widows overlapping the site. TSS coverage was estimated in each of the five meiotic populations. TSS that overlapped a DSB hotspot, TSSs with a negative strength after correction and TSS with the strongest (1%) and weakest (15%) H3K4me3 signal at each stage were discarded. The log_2_ ratio of NCIS-corrected H3K4me3 was calculated at each TSS between all pairs of stages. TSSs with an absolute log_2_ (fold-change) ≤ 1.8 between all stages were retained. This resulted in 362 TSSs for H3K4me3 and 187 TSSs for H3K9ac. The median signal across these intervals was calculated for each ChIP and used as a normalization factor. The strength of each 25 bp genome interval was calculated as the NCIS-corrected coverage divided by the normalization factor. The ChIP-Seq signal at peaks and other genomic intervals was calculated as the sum of the signal in all overlapping 25 bp windows. Note that for H3K4me3 ChIP-Seq, this internal normalization gives comparable results to those using the K-MetStat spike-in panel (Supplementary Fig. 4).

### Correlating H3K4me3 profiles at TSSs with mRNA expressions

We used RNA-Seq data from spermatocyte populations obtained by classical cell sorting to quantify gene expression^32^. Gene expression at GENCODE vM20 transcripts was quantified for each RNA-Seq dataset using kallisto 0.45.0 (kallisto quant --single --single --single-overhang --fragment-length = 250 --sd = 100 --seed = 42). Only transcripts with maximal expression >0.2 tags per million (TPM), with at least a 1.25-fold change in expression and with nonzero expression and H3K4me3 signals at all stages were considered for subsequent analysis. To minimize the confounding effects of multiple isoforms, only TSS with a single transcript in this list were retained.

The temporal expression profile for each transcript was described as a four unit vector (Leptonema, Zygonema, Pachynema, Diplonema). Similarly, a temporal profile of H3K4me3 at the TSS was generated. We averaged the Early Pachnema and Late Pachynema H3K4me3 signals to allow direct comparison with the RNA-Seq data.

The overall correlation between H3K4me3 and gene expression was calculated by concatenating all gene expression vectors and comparing with a concatenated vector of H3K4me3. To calculate the expected random correlation, we shuffled the order of each 4-unit transcript H3K4me3 vector before concatenation. In all, 10,000 iterations of this process were performed.

*k*-means clustering was used to group similar H3K4me3 temporal profiles and to compare each set to gene expression. We used an implementation of the gap-statistic to determine the optimal number of clusters (R; factoextra package). Within each set of clusters the method described in the previous paragraph was employed to determine the correlation between H3K4me3 and expression temporal profiles and to derive an empirical *p* value for this correlation. Clustering by gene expression instead of by H3K4me3 signal gives similar correlations, though the number of clusters can change (data not shown).

### Peak calling

Peaks for H3K4me3 ChIP-Seq were called using MACS2 (version 2.1.2)^51^ with default parameters except (-q 0.1 --broad) and with a stage-matched input DNA sample as a control. Peaks overlapping DSB hotspots or gene promoters were ascertained using bedtools (version v2.27.1)^52^ after removing blacklisted regions described in ref. ^53^. DSB hotspots were defined and reported in previous studies^28^. TSSs (TSSs) were defined as the ±0.5 Kbp region around GENCODE v20 transcripts^54^.

### Unbiased clustering

ChIP-Seq peaks from all five populations were merged and peak strength was calculated (as described above) for each merged peak in each population. The H3K4me3 profile for each peak was described as a five unit vector (LE, ZY, EP, LP, DI) and scaled by subtracting the mean and dividing by the standard deviation. *k*-means clustering was used to cluster. Five clusters was determined as optimal using the gap-statistic.

### Multiple linear regression

Hotspots overlapping a TSS or overlapping a site used for DSB formation in *Prdm9*^*−/−*^ mice were discarded. Only hotspots with read coverage >0 for all histone marks were used for regression analyses because we performed regression on the log10 transformed coverage values. The leaps package in R was used to perform an all-subsets regression using the seven histone marks enriched at DSB hotspots.

### Principal component analysis

All H3K4me3 peaks from LE, ZY, EP and LP were used for analysis. Each interval was resized to ±250 bp around the center. Sequencing reads for each histone mark were counted at each feature. Input DNA reads were also counted and subtracted from the count for each mark, following NCIS^50^ correction. DSB hotspots and GENCODE TSSs were expanded to ±1500 bp to determine H3K4me3 peaks that overlapped hotspots and TSSs, respectively. Peaks that overlapped both a hotspot and TSS were discarded as the potential compound signal would confound these analyses. Only autosomal peaks were used. H3K36me3 and H3K4me3 were excluded. The R prcomp command was used for Principal Component Analysis. Variables were scaled to have unit variance and zero centered.

ROC curves were built by ranking intervals by the dependent variable. Intervals were ranked either from high to low or from low to high and the ROC with the higher area under the curve was used.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

The authors declare that all data generated or analyzed during this study are included in this published article (and its supplementary information files). The sequencing data reported in this paper are archived at the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) as accession no. GSE121760. The source data for all figures are provided as a Source Data file. All data are available from the authors on reasonable request.

# Supplementary material for: Cell-type-specific genomics reveals histone modification dynamics in mammalian meiosis
**Source:** Nat Commun. 2019 Aug 23;10:3821. doi: 10.1038/s41467-019-11820-7
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

We used Illumina pipelines for image processing and base calling to collect our data.

Data analysis

We used NCIS to do background correction for some ChIP-Seq samples. We called peaks using MACS2 (version 2.1.2) with default parameters except (-q 0.1 --broad). We used bedtools (version v2.27.1) to determine if peaks overlap with DSB hotspots and/or gene promoters. We used R factoextra package, R leaps package, and R prcomp command to perform downstream analyses. All custom codes for data analysis are available at <https://doi.org/10.5281/zenodo.2651204>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The sequencing data reported in this manuscript are archived at the Gene Expression Omnibus ([www.ncbi.nlm.nih.gov/geo](http://www.ncbi.nlm.nih.gov/geo)) as accession no. GSE121760. The source data for all figures are provided as a Source Data file.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](http://nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample-size calculation was not performed for the sorting experiments. The amounts of chromatin DNA used for each ChIP-Seq experiment have been reported in Methods and Supplementary Table 1.                                             |
| Data exclusions | The details and the rationale of data exclusion for specific bioinformatic analyses have been described in Methods.                                                                                                                        |
| Replication     | Two or three replicates were performed on sorting specific nuclei populations. All attempts of replicates were successful with similar purity (reported in Table 1). Replicates were performed for stage-specific H3K4me3/H3K9ac-ChIP-Seq. |
| Randomization   | Randomization was not performed for isolating nuclei. Randomizations for some bioinformatic studies were described in Methods.                                                                                                             |
| Blinding        | Blinding was not performed during data collection.                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

1. Anti-SCP3; supplier name: Santa Cruz Biotechnology; catalog number: sc-74569; clone name: D-1; lot number: D0717
2. Anti-Stra8; supplier name: abcam; catalog number: ab49602; lot number: GR275803
3. Anti-H1t; supplier names: a gift from Mary Ann Handel and a custom-made antibody from Neo-Bioscience
4. Anti-SCP1; supplier name: Novus Biologicals; catalog number: NB300-299B; lot number: D1-070617-B
5. Anti-H3K4me3; supplier name: abcam; catalog number: ab8580; lot number: GR565368
6. Anti-H3K4me3; supplier name: EpiCypher; catalog number: 13-0028; lot number: 18303001
7. Anti-H3K9ac; supplier name: Active Motif; catalog number: 39918; lot number: 23913004
8. Anti-H3K4me2; supplier name: Active Motif; catalog number: 39914; lot number: 04812002
9. Anti-H3K36me3; supplier name: Active Motif; catalog number: 61102; lot number: 32412503
10. Anti-H4ac5; supplier name: Millipore; catalog number: 06-946; lot number: 2631278
11. Anti-H3K4me1; supplier name: abcam; catalog number: ab889; lot number: GR283603

12. Anti-H2K27ac; supplier name: abcam; catalog number: ab177178; clone name: EP16602; lot number: GR262881
13. Anti-H4K8ac; supplier name: abcam; catalog number: ab15823; lot number: GR287803
14. Anti-H4K12ac; supplier name: Active Motif; catalog number: 39928; lot number: 27710001
15. Anti-H3K27me3; supplier name: Millipore; catalog number: 07-449; lot number: 2736613
16. Anti-H4K20me3; supplier name: Millipore; catalog number: 07-463; lot number: 2727201
17. Anti-H3K79me1; supplier name: abcam; catalog number: ab2886; lot number: GR274715
18. Anti-H3K4ac; supplier name: abcam; catalog number: ab176799; clone name: EPR16596; lot number: GR226364
19. Anti-H3K79me3; supplier name: abcam; catalog number: ab2621; lot number: GR277773
20. Anti-H3K9me2; supplier name: abcam; catalog number: ab1220; lot number: GR212253
21. Anti-H3K9me3; supplier name: Active Motif; catalog number: 39766; lot number: 16513004
22. Anti-H3K27me1; supplier name: Millipore; catalog number: 07-448; lot number: 2702115
23. Anti-H3; supplier name: abcam; catalog number: ab1791; lot number: GR300976
24. Normal rabbit IgG; supplier name: Millipore; catalog number: 12-370; lot number: 2603252

## Validation

1. The anti-SCP3 antibody is a mouse monoclonal IgG1. We used this antibody as a marker for nuclei sorting. This antibody has been cited in >64 citations according to the manufacturer's website.
2. The anti-Strat8 is a polyclonal rabbit IgG. We used this antibody as a marker for nuclei sorting. This antibody has been referenced in 37 publications according to the manufacturer's website.
3. We used the H1t antibodies as a marker for nuclei sorting. Handel's anti-H1t antibody was from guinea pig serum and was published in Inselman, et. al. (2003) Temporal expression of cell cycle-related proteins during spermatogenesis: establishing a timeline for onset of the meiotic divisions. Cytogenet Genome Res 103:277-284. The custom-made H1t antibody is a rabbit polyclonal IgG. It was validated using immunofluorescence staining in spermatocyte spreads compared in parallel with Handel's H1t antibody.
4. The anti-SCP1 antibody is a biotin-conjugated polyclonal rabbit IgG. We used this antibody as a marker for nuclei sorting.
5. The anti-H3K4me3 antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 1118 publications according to the manufacturer's website.
6. The anti-H3K4me3 antibody is a monoclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody is highly specific and has been "SNAP-ChIP" certified according to the manufacturer's website.
7. The anti-H3K9ac antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 18 publications according to the manufacturer's website.
8. The anti-H3K4me2 antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in one publication according to the manufacturer's website.
9. The anti-H3K36me3 antibody is a monoclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 17 publications according to the manufacturer's website.
10. The anti-H4ac5 antibody is rabbit polyclonal antiserum IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 42 publications according to the manufacturer's website.
11. The anti-H3K4me1 antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 540 publications according to the manufacturer's website.
12. The anti-H3K7ac antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 4 publications according to the manufacturer's website.
13. The anti-H4K8ac antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 39 publications according to the manufacturer's website.
14. The anti-H4K12ac antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 2 publications according to the manufacturer's website.
15. The anti-H3K27me3 antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in >50 publications according to the manufacturer's website.
16. The anti-H4K20me3 antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in >50 publications according to the manufacturer's website.
17. The anti-H3K79me1 antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 41 publications according to the manufacturer's website.
18. The anti-H3K4ac antibody is a monoclonal rabbit IgG. We used this antibody for ChIP-Seq.
19. The anti-H3K79me3 antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 102 publications according to the manufacturer's website.
20. The anti-H3K9me2 antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 475 publications according to the manufacturer's website.
21. The anti-H3K9me3 antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 13 publications according to the manufacturer's website.
22. The anti-H3K27me1 antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in >50 publications according to the manufacturer's website.
23. The anti-H3 antibody is a polyclonal rabbit IgG. We used this antibody for ChIP-Seq. This antibody has been referenced in 2233 publications according to the manufacturer's website.
24. We used the normal rabbit IgG for ChIP-Seq. This antibody has been referenced in >50 publications according to the manufacturer's website.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

C57BL/6J (B6) mice were either obtained from The Jackson Laboratory (Stock no. 000664) or bred in-house. All experiments were done on adult mice ( $\geq 8$  weeks of age).

### Wild animals

This study did not involve wild animals.

Field-collected samples

This study did not involve samples collected from the field.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

May remain private before publication.

The sequencing data are available for review at the GEO <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121760>

### Files in database submission

LE1\_H3K4me3\_peaks.bed  
 LE2\_H3K4me3\_peaks.bed  
 ZY1\_H3K4me3\_peaks.bed  
 ZY2\_H3K4me3\_peaks.bed  
 EP1\_H3K4me3\_peaks.bed  
 EP2\_H3K4me3\_peaks.bed  
 LP1\_H3K4me3\_peaks.bed  
 LP2\_H3K4me3\_peaks.bed  
 DI1\_H3K4me3\_peaks.bed  
 DI2\_H3K4me3\_peaks.bed  
 LE1\_H3K4me3.mm10.TPM.bigwig  
 LE2\_H3K4me3.mm10.TPM.bigwig  
 LE\_rep1\_H3K9ac.mm10.TPM.bigwig  
 LE\_rep1\_input.mm10.RPKM.bigwig  
 ZY1\_H3K4me3.mm10.TPM.bigwig  
 ZY2\_H3K4me3.mm10.TPM.bigwig  
 ZY\_rep1\_H3K9ac.mm10.TPM.bigwig  
 ZY\_rep1\_input.mm10.RPKM.bigwig  
 EP1\_H3K4me3.mm10.TPM.bigwig  
 EP2\_H3K4me3.mm10.TPM.bigwig  
 EP\_rep1\_H3K9ac.mm10.TPM.bigwig  
 EP\_rep1\_input.mm10.RPKM.bigwig  
 LP1\_H3K4me3.mm10.TPM.bigwig  
 LP2\_H3K4me3.mm10.TPM.bigwig  
 LP\_rep1\_H3K9ac.mm10.TPM.bigwig  
 LP\_rep1\_input.mm10.RPKM.bigwig  
 DI1\_H3K4me3.mm10.TPM.bigwig  
 DI2\_H3K4me3.mm10.TPM.bigwig  
 DI\_rep1\_H3K9ac.mm10.TPM.bigwig  
 DI\_rep1\_input.mm10.RPKM.bigwig  
 H3K27ac\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3K27me1\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3K27me3\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3K36me3\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3K4ac\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3K4me1\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3K4me2\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3K4me3\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3K79me1\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3K79me3\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3K9ac\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3K9me2\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3K9me3\_SCP3pos\_H1Tneg.TPM.bigwig  
 H3\_SCP3pos\_H1Tneg.TPM.bigwig  
 H4K12ac\_SCP3pos\_H1Tneg.TPM.bigwig  
 H4K20me3\_SCP3pos\_H1Tneg.TPM.bigwig  
 H4K8ac\_SCP3pos\_H1Tneg.TPM.bigwig  
 H4ac5\_SCP3pos\_H1Tneg.TPM.bigwig  
 IgG\_SCP3pos\_H1Tneg.TPM.bigwig  
 input\_SCP3pos\_H1Tneg.TPM.bigwig  
 LE1\_H3K4me3.mm10.fastq.gz  
 LE2\_H3K4me3.mm10.fastq.gz  
 LE\_rep1\_H3K9ac.mm10.fastq.gz  
 LE\_rep1\_input.mm10.fastq.gz  
 ZY1\_H3K4me3.mm10.fastq.gz  
 ZY2\_H3K4me3.mm10.fastq.gz  
 ZY\_rep1\_H3K9ac.mm10.fastq.gz  
 ZY\_rep1\_input.mm10.fastq.gz  
 EP1\_H3K4me3.mm10.fastq.gz  
 EP2\_H3K4me3.mm10.fastq.gz  
 EP\_rep1\_H3K9ac.mm10.fastq.gz

EP\_rep1\_input.mm10.fastq.gz  
 LP1\_H3K4me3.mm10.fastq.gz  
 LP2\_H3K4me3.mm10.fastq.gz  
 LP\_rep1\_H3K9ac.mm10.fastq.gz  
 LP\_rep1\_input.mm10.fastq.gz  
 DI1\_H3K4me3.mm10.fastq.gz  
 DI2\_H3K4me3.mm10.fastq.gz  
 DI\_rep1\_H3K9ac.mm10.fastq.gz  
 DI\_rep1\_input.mm10.fastq.gz  
 H3K27ac\_SCP3pos\_H1Tneg.fastq.gz  
 H3K27me1\_SCP3pos\_H1Tneg.fastq.gz  
 H3K27me3\_SCP3pos\_H1Tneg.fastq.gz  
 H3K36me3\_SCP3pos\_H1Tneg.fastq.gz  
 H3K4ac\_SCP3pos\_H1Tneg.fastq.gz  
 H3K4me1\_SCP3pos\_H1Tneg.fastq.gz  
 H3K4me2\_SCP3pos\_H1Tneg.fastq.gz  
 H3K4me3\_SCP3pos\_H1Tneg.fastq.gz  
 H3K79me1\_SCP3pos\_H1Tneg.fastq.gz  
 H3K79me3\_SCP3pos\_H1Tneg.fastq.gz  
 H3K9ac\_SCP3pos\_H1Tneg.fastq.gz  
 H3K9me2\_SCP3pos\_H1Tneg.fastq.gz  
 H3K9me3\_SCP3pos\_H1Tneg.fastq.gz  
 H3\_SCP3pos\_H1Tneg.fastq.gz  
 H4K12ac\_SCP3pos\_H1Tneg.fastq.gz  
 H4K20me3\_SCP3pos\_H1Tneg.fastq.gz  
 H4K8ac\_SCP3pos\_H1Tneg.fastq.gz  
 H4ac5\_SCP3pos\_H1Tneg.fastq.gz  
 IgG\_SCP3pos\_H1Tneg.fastq.gz  
 input\_SCP3pos\_H1Tneg.fastq.gz

Genome browser session  
 (e.g. [UCSC](#))

We have deposited bigwig files at the GEO.

## Methodology

Replicates

Three replicates of each stage-specific H3K4me3-ChIP-Seq were performed and details for each experiment were provided in Supplementary Table 1. Two replicates were performed for stage-specific H3K9ac-ChIP-Seq.

Sequencing depth

All samples were either single-end or pair-end sequenced. The read length of single-end and pair-end sequencing was 51-bp and 151-bp, respectively. The uniquely mapped reads of these samples range from 6 to 167 millions.

Antibodies

Described above.

Peak calling parameters

Peaks for H3K4me3 ChIP-Seq were called using MACS2 (version 2.1.2) with default parameters except (-q 0.1 --broad) and with a stage-matched input DNA sample as a control. Peaks overlapping DSB hotspots or gene promoters were ascertained using bedtools (version v2.27.1) after removing blacklisted regions.

Data quality

The details of data quality including number of called peaks and fold-enrichment for the stage-specific H3K4me3-ChIP-Seq have been described in Table 1 in the manuscript. The data quality of ChIP-Seq for other histone modifications has been described in the main text and specific details have been reported in Supplementary Fig 9.

Software

We aligned sequencing tags to the mouse mm10 reference genome using BWA mem 0.7.12. We used NCIS to do background correction. We called peaks using MACS2 (version 2.1.2). We used bedtools (version v2.27.1) to determine if peaks overlap with DSB hotspots and/or gene promoters. We used R factoextra package, R leaps package, and R prcomp command to perform downstream analyses. All custom codes for data analysis are available at <https://doi.org/10.5281/zenodo.2651204>.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Described in Methods.

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | BD FACSAria II or BD FACSAria Fusion                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Software                  | FlowJo v10 was used for flow cytometric data analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | The abundance and purity of the relevant nuclei populations were described in details in Results and Methods.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Gating strategy           | We gated singlets using both SSC and FSC gates. A distinct population of meiotic 4C nuclei population was selected using DAPI and SCP3 antibody (shown in Fig. 2b). 1C nuclei are SCP3 negative and were used as a negative control for gate setting. Leptonema are the only STRA8-positive 4C meiocytes. We isolated leptotene nuclei from other meiotic 4C nuclei using STRA8 antibody. 1C nuclei are STRA8 negative and were used as a negative control for gate setting. Boundaries of selecting the other four meiotic sub-populations were shown in Fig. 2b. The x-axis represents the H1t signal (FITC fluorescence), whereas the y-axis represents the SCP1 signal (AF647 fluorescence). |

☒
 Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

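The data were peak lists from ChIP-Seq of nuclei sorted by flow cytometry from mouse testis into 5 populations: leptonema, zygonema, early pachynema, late pachynema and diplonema. There were 20 lists with 238528 peaks. H3K4me3 (EpiCypher antibody) had 10 lists, from experiments 1 and 2 of each stage. H3K4me2/3 (Abcam antibody) had 5 lists, all from experiment 2, and H3K9ac had 5 lists, from experiment 1. The other 31 samples, such as input DNA and the survey of further histone marks, were not analysed here.

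The authors aligned the reads to mm10 with BWA mem and called peaks with MACS2 in broad mode, with input of the same stage as control. The Methods and the Reporting Summary state this calling for H3K4me3. For H3K9ac, only a general software statement in the Reporting Summary gives the caller and its broad mode, and the control is not stated. The deposited lists give the chromosome, start and end of each peak, called per library and not pooled, with no score or read count. The read filters of the Methods are given for signal estimation and blacklisted regions were removed before the overlap analysis. Neither step is stated for the lists themselves. The spike-in and promoter normalizations are not part of the lists. A list whose library was deeper, purer or had a higher share of reads in peaks can be longer for that reason, and a site without a peak can still carry the mark below the threshold. No depth per sample can be read from the lists, so the precision of a call is unknown, and all exact binomial intervals (95%) cover counting error over sites only.

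Overlaps and merged sites were computed with bedtools 2.31.1 and Python 3.11.15 (numpy 2.4.6, scipy 1.17.1), with a minimum overlap of 1 bp and merging of overlapping or adjoining peaks. TSSs were taken as 500 bp on either side of the 5′ ends of GENCODE M21 transcripts on chromosomes 1 to 19, in 125891 distinct windows. For counts per gene, only protein-coding transcripts were used, or all transcripts where a gene had none. The release the paper names was not used here. The lists hold chromosomes 1 to 19, so a comparison of the X chromosome that was set before the data were examined could not be run. Hotspots were the 14 intervals in the complete annotation tables of the source data of Fig. 3b, Fig. 4a and Supplementary Fig. 3a. The longer hotspot table in the source data was held only in part and no set or overlap test was made on it.

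The share of hotspots with a peak was compared by two-sided exact permutation tests, zygonema against the other 4 stages and leptonema with zygonema against the 3 later stages, with a threshold of 0.05. Zygonema-restricted sites were merged sites with a peak in both zygonema libraries and in none of the 6 later libraries. Shares of these sites with an H3K4me2/3 or H3K9ac peak were described without a test. Two-sided permutation tests with 100000 permutations were used for correlations of list length over the 10 H3K4me3 libraries. Words of 8 bp were counted within 100 bp of site centres and in windows of 200 bp between 500 bp and 1000 bp from them.

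The sites and genes named in the text follow a rule: the annotated hotspots and TSSs, the genes of the sorting markers and Prdm9, 4 genes of cluster 1 in Supplementary Fig. 5, and up to 3 stage-specific sites per stage with the highest mean width rank. Not every item under this rule is reported here. The rule, the permutation tests at the hotspots and most alternatives were set before the data were examined. The correlations of list length and the test of list length at the hotspots were chosen after the data were seen. The alternatives were a wider hotspot or TSS window, a larger overlap, the wider peaks of each list split at its median width, equal list sizes, leaving out each library, a replicate block, a merge distance of 500 bp, sites in 2 or more libraries or stages, protein-coding TSSs, and absence from 5 of the 6 later libraries. Settings for the stage-specific TSS sites, the H3K4me2/3 course at TSSs and the named genes were added after seeing the data. The steps were tested on simulated lists, in which all 300 simulated zygonema-restricted sites of 1120 sites and 4 of 4 implanted words were recovered.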

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

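No test in this part was chosen only after its result was seen.

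The paper estimates H3K9ac coverage at TSSs in each population, to choose stable promoters for scaling. Its text gives no numbers of H3K9ac peaks at TSSs by stage. The 5 H3K9ac lists merged into 17250 sites, of which 9345 lay at TSSs. By stage, the lists held 2706 peaks at TSSs in leptonema, 8654 in zygonema, 6950 in early pachynema, 1593 in late pachynema and 414 in diplonema. A technical explanation is a different sensitivity of the libraries, which would leave in the shorter lists mainly peaks that a longer list also holds. Of the TSS peaks in the leptonema list, 98.9% overlapped a zygonema or early pachynema peak, and 99.2% did in late pachynema. The lowest share, in diplonema, was 97.8%. This nesting is what a lower sensitivity of the shorter lists would give, and it may account for the differences in number. A change of H3K9ac at promoters between stages stays open and was not tested, since each stage has 1 library.

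At 704 of the merged H3K9ac sites (4.08%), neither an H3K4me3 nor an H3K4me2/3 peak was called in any library. Of these, 627 came from the zygonema list and 42 lay at TSSs, and each was called at 1 stage. The peaks at these sites had a median width rank at percentile 14.5 of their lists, so they may be weak peaks near the threshold. No biological explanation was tested.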

How the results depend on the processing

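The alternatives for stage-specific sites at TSSs, for the course of H3K4me2/3 at and outside TSSs, and for named genes were chosen only after the results were seen. The others were not. Apart from leaving out a library, 37 of 70 values set out in advance stayed the same and 33 moved. Of those that stayed the same, 2 restrict the merged sites to autosomes, which removes no peak, and 2 are the replicate block, which can change p but not the difference. Of 54 added later, 29 stayed the same and 25 moved. No result with a test lost its direction or its side of the threshold. The hotspot comparisons count among the values that stayed the same on this ground. Their differences still fell, from 71.4 points to as low as 55.4 and 41.1. The wider peaks are those of each list split at its median width.

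Both hotspot comparisons kept their direction and stayed under the threshold in every alternative that gave a p. Zygonema against the other stages ranged from 55.4 points (equal list sizes) to 71.4, and leptonema with zygonema against later stages from 41.1 (equal list sizes) to 71.4. Leaving out each library gave from 64.3 to 79.6 points for the first (exact permutation p = 0.0278 in the 8 fits with a p) and from 64.3 to 81.0 for the second (exact permutation p from 0.00794 to 0.0119). With the replicate block, which permutes stages within each experiment, the difference stayed at 71.4 points in both, with exact p = 0.04 and 0.01. The numbers do not settle whether the experiments pair the samples. The correlations of the deviations between stages ran from -0.153 to 0.360, and 4 of 10 exceeded 0.1. None of these 4 involved early pachynema. Leptonema with late pachynema (0.0202) and with diplonema (-0.00255) also stayed below 0.1.

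Among the wider peaks, merged sites numbered 14139 (H3K4me3) and 21364 (H3K4me2/3), and in 2 or more libraries or stages 15218 and 27713. Leaving out each library gave from 20644 to 25574 H3K4me3 sites. The shares outside TSSs were 39.8% and 36.8% with the wider peaks, 32.4% and 45.1% in 2 or more, 46.5% and 54.8% with TSSs of 1500 bp on either side, and 58.2% and 68.6% with protein-coding TSSs. Leaving out a library gave from 41.0% to 51.1% for H3K4me3. The order of the 2 antibodies changed only with the wider peaks. The H3K4me2/3 lists all come from 1 experiment, which could not be left out.

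Zygonema-restricted sites numbered 2075 with the wider peaks and 1556 with equal list sizes, and from 3500 to 8881 with each library left out, the highest without zygonema experiment 2. The wider peaks and equal list sizes also change the lists that define the sites. Leaving out a zygonema library loosens the rule to a peak in the 1 zygonema library that remains. H3K4me2/3 shares at these sites were, with the wider peaks, 48.5% in leptonema, 88.2% in zygonema and 6.31% in early pachynema. With equal list sizes they were 63.9%, 97.0% and 11.5%. With an overlap of at least 50%, zygonema was 97.3%, late pachynema 4.07% and diplonema 3.00%. Outside TSSs, early pachynema was 5.54%, late pachynema 1.79% and diplonema 1.09%. With each library left out, they lay between 47.6% and 80.0% in leptonema, 81.9% and 98.2% in zygonema, 6.14% and 12.3% in early pachynema, 4.30% and 8.55% in late pachynema, and 3.43% and 6.55% in diplonema. The lowest values came without zygonema experiment 2 and the highest of the later stages without zygonema experiment 1.

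H3K9ac shares with the wider peaks were 1.69% in leptonema and 71.5% in zygonema. With equal list sizes they were 0.321% in leptonema, 7.58% in zygonema and 0% in early pachynema. Outside TSSs, leptonema was 0.640% and early pachynema 0.320%. With each library left out, they lay between 0.586% and 1.54% in leptonema, 62.9% and 86.4% in zygonema, and 1.05% and 3.05% in early pachynema, the highest without early pachynema experiment 1. The leptonema and zygonema minima came without zygonema experiment 2. In these fits late pachynema stayed at 0%, and diplonema lay between 0% and 0.0113%. With the wider peaks, late pachynema was 0.0482%. Zygonema was highest throughout, at sites chosen for H3K4me3 peaks in zygonema. Equal list sizes use the 516 widest peaks, and this length limits all stages.

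Stage-specific sites at TSSs numbered 213 for zygonema with TSSs of 1500 bp on either side, 7 for early and 3 for late pachynema with the wider peaks, and 62, 65 and 16 for zygonema, early and late pachynema with equal list sizes. With each library left out they lay between 248 and 1271 for leptonema, 104 and 388 for zygonema, 1 and 20 for early pachynema, 0 and 42 for late pachynema, and 226 and 910 for diplonema. The highest came without leptonema experiment 1, zygonema experiment 2, early pachynema experiment 2, late pachynema experiment 1 and diplonema experiment 1. Each of these fits asks for a peak in 1 library of the stage only, which by itself raises the number.

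H3K4me2/3 sites called in zygonema and no later stage at TSSs were 13.5% with TSSs of 1500 bp, 14.3% with the wider peaks and 5.71% with equal list sizes. Outside TSSs they were 51.7% with the wider peaks and 30.4% with equal list sizes. Sites called at all 5 stages were 50.4%, 40.7% and 54.4% at TSSs in the same 3 settings, and outside TSSs 1.95% with the wider peaks and 3.50% with equal list sizes. Of 9 named genes, the number of libraries with a peak changed by more than 1.5 times for 5 with the wider peaks and for 4 with equal list sizes.

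The share of peaks on the X chromosome was not run, because the lists hold chromosomes 1 to 19. The cause of these changes was not tested, apart from the shorter lists that the settings themselves make.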

Differences from the paper's values

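With the settings used in the text, no value that the paper states and that was computed here differed from it by more than 1.5 times. The peak numbers of Table 1 equal those of the lists. The merged H3K4me3 and H3K4me2/3 peaks numbered 25578 and 43759 here, against the paper's 28528 and 53518. Under 2 of the alternatives set before the data were examined, the paper's numbers were more than 1.5 times those found here. These were the wider peaks of each list, with 14139 and 21364 sites, and sites in 2 or more libraries or stages, with 15218 and 27713.

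The paper states that H3K9ac is first seen at hotspots in leptonema and is absent by early pachynema. Here, 0 of the 14 annotated hotspots and 44 of the 3500 zygonema-restricted sites (1.26%) had a leptonema H3K9ac peak, against 0 and 45 in early pachynema. The leptonema list is short, with 2823 peaks. Zygonema had the most of these sites, which were chosen for H3K4me3 peaks in zygonema. The leptonema share of sites stayed between 0.321% and 1.69% under the alternatives other than leaving out a library. The paper's mean signal, which is not a peak call, is 19.2% of the zygonema maximum in leptonema.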

Other observations

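The tests of list length at the annotated hotspots, of SPoT and of starting chromatin were chosen only after the results were seen. The equal list sizes used in the first were set before as an alternative, and only their use as a test of list length came later. The other tests below were set before.

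The H3K9ac calls at zygonema-restricted sites are nearly confined to the zygonema library, with 1.26% of the sites called in leptonema. Of the zygonema-restricted sites with a zygonema H3K9ac peak, 1.46% (exact 95% interval 1.06 to 1.95) also had a leptonema peak, against 53.3% (51.6 to 55.1) at the sites with an H3K4me3 peak in all 10 libraries. With peaks grouped into 10 groups by zygonema width, the leptonema share was lower at zygonema-restricted sites than at TSSs in 10 of 10 groups with intervals apart. The shares were 0.713% against 31.9% at the same widths. A shorter leptonema list would give equal shares only if it lost peaks evenly at both kinds of sites. Of the 3291 sites called in all 10 libraries, 3266 lay at TSSs. The lists hold no peak height, and matching on width does not match it. These values therefore do not decide whether list length is the whole cause. The sites called in all 10 libraries have a leptonema H3K4me3 peak by definition, while 1778 of the 3500 zygonema-restricted sites have none. The sites matched on width were not matched on leptonema H3K4me3 either. A lower leptonema H3K9ac share can follow from this choice of sites. That H3K9ac may come later than H3K4me3 at these sites is a hypothesis that the shares do not test. The paper's mean signal over hotspots does not settle the order of the marks. In leptonema it reaches 19.2% of the zygonema maximum for H3K9ac and 12.3% for H3K4me3. In early pachynema, late pachynema and diplonema, H3K9ac still stands at 9.25%, 8.30% and 16.4%. H3K4me3 then lies between -0.148% and -0.0726%, so the percentages of the 2 marks have different floors. The H3K9ac data hold 1 library per stage. A failure specific to the leptonema library at these sites stays open, as does a difference between the sorted populations of the 2 marks. Neither was tested.

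In early pachynema, 8.83% of the zygonema-restricted sites had an H3K4me2/3 (Abcam) peak. The paper's purity of this library is 85.2%, against 89.5% for the EpiCypher library of the same experiment. The EpiCypher library of experiment 1 has a lower purity, 81.6%. Leaving it out raised the number of zygonema-restricted sites from 3500 to 3576, so its own list held few such sites. That list is shorter, with 6647 peaks against 17561, so this does not decide between the explanations below. By microscopy, the paper counted some zygotene nuclei among its sorted early pachytene nuclei. If such zygotene nuclei were the source, the sites called in early pachynema would be those with the widest zygonema peaks. Outside TSSs, the sites called in early pachynema had a median zygonema width rank at percentile 83.8, against 63.5 for the others, and the called site was higher in 75.1% of pairs. This is consistent with zygotene nuclei in the population. A mark that remains longest at the strongest sites would give the same, and these explanations were not separated.

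The H3K4me3 lists of leptonema and zygonema are mostly longer than those of the later stages. With the same number of the widest peaks from every list, leptonema with zygonema still exceeded the 3 later stages at the annotated hotspots by 41.1 points (two-sided exact permutation test, p = 0.00476), down from 71.4. This argues against list length as the whole cause. No later library had a hotspot peak at full length, so shorter lists could only lower the difference. For the same reason, p stays at its smallest value while each leptonema and zygonema library keeps a hotspot peak.

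The number of H3K4me3 peaks per library followed the paper's SPoT values over all peaks, with Pearson's r = 0.887 over 10 libraries (two-sided permutation p = 5.5e-04, 0.0011 after Benjamini-Hochberg adjustment over 2 measures) and Spearman's rho = 0.948 (permutation p = 5e-05, adjusted 1e-04). Without the 2 libraries farthest from the median, r was 0.878, and in 5 of 5 stages the library with the higher SPoT had the longer list. SPoT is not defined in the paper's text and may be computed on these same peaks, so cause and result cannot be told apart. Starting chromatin had r = -0.614 (permutation p = 0.0611, adjusted 0.0611) and rho = -0.588 (permutation p = 0.0800, adjusted 0.0800). Without the 2 farthest libraries, r was -0.456. The library with less chromatin had the longer list in 4 of 5 stages. This does not decide whether the amount of chromatin plays a part. A correlation within each experiment, over its 5 libraries, was not run.

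Zygonema-restricted sites outside TSSs were tested for shared sequence. The 20 most enriched words of 8 bp at site centres were chosen on odd-numbered chromosomes and counted on the 1526 sites of even-numbered ones. There, 35.7% (exact 95% interval 33.3 to 38.2) had such a word within 100 bp of the centre, against 11.7% in a flank window, a ratio of 3.05. At 755 sites restricted to the later stages, the ratio was 1.25. Of 100 sets with the bases of each word shuffled, 0 had a ratio as high, with a median of 1.07 and a highest of 1.49, which argues against base composition. These values are consistent with a sequence-specific binding protein such as PRDM9, as a hypothesis. No binding data were analysed here.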
